# The crosstalk between Target of Rapamycin (TOR) and Jasmonic Acid (JA) signaling existing in *Arabidopsis* and cotton

**DOI:** 10.1038/srep45830

**Published:** 2017-04-04

**Authors:** Yun Song, Ge Zhao, Xueyan Zhang, Linxuan Li, Fangjie Xiong, Fengping Zhuo, Chaojun Zhang, Zuoren Yang, Raju Datla, Maozhi Ren, Fuguang Li

## Abstract

Target of rapamycin (TOR) acts as an important regulator of cell growth, development and stress responses in most examined diploid eukaryotes. However, little is known about TOR in tetraploid species such as cotton. Here, we show that TORC1-S6K-RPS6, the major signaling components, are conserved and further expanded in cotton genome. Though the cotton seedlings are insensitive to rapamycin, AZD8055, the second-generation inhibitor of TOR, can significantly suppress the growth in cotton. Global transcriptome analysis revealed that genes associated with jasmonic acid (JA) biosynthesis and transduction were significantly altered in AZD8055 treated cotton seedlings, suggesting the potential crosstalk between TOR and JA signaling. Pharmacological and genetic approaches have been employed to get further insights into the molecular mechanism of the crosstalk between TOR and JA. Combination of AZD8055 with methyl jasmonate can synergistically inhibit cotton growth, and additionally JA levels were significantly increased when cotton seedlings were subjected to AZD8055. JA biosynthetic and signaling mutants including *jar1, coi1-2* and *myc2-2* displayed TOR inhibitor-resistant phenotypes, whereas *COI1* overexpression transgenic lines and *jaz10* exhibited sensitivity to AZD8055. Consistently, cotton *JAZ* can partially rescue TOR-suppressed phenotypes in *Arabidopsis*. These evidences revealed that the crosstalk between TOR and JA pathway operates in cotton and *Arabidopsis*.

Target of rapamycin (TOR) is a serine/threonine protein kinase and is evolutionally conserved from the last eukaryotic common ancestor (LECA) to humans^1^,^2^,^3^,^4^. TOR proteins in these diverse species consist of several highly conserved signature domains including HEAT (Huntingtin, elongation factor 3, regulatory subunit A of PP2A, TOR1) repeats, FAT (the FRAP, ATM, and TRRAP) domain, FRB (FKBP12-rapamycin-binding) domain, kinase domain and FATC (Carboxy-terminal FAT) domain^1^,^4^. In yeasts and mammals, TOR is present in two functionally distinct complexes named TORC1 (TOR complex 1) and TORC2 (TOR complex 2). TORC1 contains TOR, regulatory-associated protein of mTOR (RAPTOR) and lethal with SEC13 protein 8 (LST8), and is rapamycin sensitive. TORC2, which is rapamycin insensitive, includes TOR, LST8, rapamycin-insensitive companion of mTOR (RICTOR) and stress activated map kinase-interacting protein 1 (SIN1)^3^. Rapamycin (RAP) is an antibiotic produced by *Streptomyces hygroscopicus*, and has aided a wealth of studies in animals and yeasts^1^,^3^. However, TOR is insensitive to RAP in majority of land plants for instance *Arabidopsis* and *Vicia faba*, likely due to the altered structural aspects of FKBP12 (FK506 binding protein of 12 kDa) in the formation of functional TOR-rapamycin-FKBP12 ternary complex^5^,^6^.

Compared to great progress made in the understanding of TOR signaling in animals and yeasts, relatively less is known about this ancient and important regulatory system in higher plants. To explore TOR functions using RAP in higher plants, yeast *FKBP12*-based *Arabidopsis* transgenic plants (BP12-2) were produced, which confer conditional sensitivity to rapamycin^7^. Recent studies have also revealed that the ATP-competitive TOR specific inhibitors, which were named after active-site TOR inhibitors (asTORis) including AZD8055 (AZD), Torin1 and Torin2, can also effectively inhibit TOR activity and retard plant growth^8^,^9^,^10^. These inhibitors are effective against both TORC1 and TORC2 complexes and have broader kinase-dependent inhibition on TOR than the widely used rapamycin. Since TOR has many upstream signaling inputs and downstream signaling outputs in eukaryotic organisms, and different signaling pathways associated with these confer different functions, both rapamycin and asTORis could potentially be applied for advancing the underpinning mechanisms in plants. A recent transcriptome analysis of *Arabidopsis* seedlings exposed to AZD showed that TOR regulated photosynthesis and phytohormone signaling pathways including jasmonic acid (JA) signaling pathway^11^. Although these results implied the potential crosstalk between TOR and JA, direct experimental evidence supporting this interaction remains largely elusive.

The phytohormone JA regulates a broad spectrum of biological processes, including cell growth and development, as well as defense responses to biotic and abiotic stresses^12^,^13^,^14^. In the past decades, remarkable progress has been made in understanding of JA biosynthesis and its signaling transduction^13^,^14^,^15^. The bioactive jasmonoyl-isoleucine (JA-Ile), whose formation is catalyzed by JAR1 (Jasmonoyl isoleucine conjugate synthase1), is perceived by the SCF^COI1^ (Skp1/Cullin/F-box) complex that contains CORONATINE-INSENSITIVE1 (COI1) F-box protein and the transcript repressor JASMONATE-ZIM DOMAIN (JAZ) protein^16^,^17^,^18^,^19^,^20^,^21^,^22^. After perception, JAZ proteins were degraded through the 26S proteasome. The bHLH (basic helix-loop-helix) transcription factors MYC2 (Myc transcription factor 2) and MYC3 (Myc transcription factor 3) are the most well characterized regulatory components targeted by JAZ^23^.

Cotton (*Gossypium hirsutum*) provides the major resource of textile fiber worldwide. Environmental stresses are major threats to cotton crop yields. To deal with environmental stresses, crop plants like cotton frequently encounter yield penalties resulting from effects on growth and development. Relevant to these, TOR is involved in regulating plant growth and JA plays a key role in response to environmental stresses^1^,^24^. Dissecting the underlying genetic components and the mechanistic insights linking TOR and JA in plants may provide alternate approaches to develop tolerance against environmental stress and thereby reduce production losses. In this study, we addressed this issue and established that TOR signaling had a significant influence on JA biosynthesis and the associated signal transduction pathways in cotton and *Arabidopsis*. Our results provide new evidences showing a connection between TOR and JA signaling pathways and demonstrate that TOR has a negatively effect on JA signaling pathway.

## Results

### TOR signaling pathway in *G. hirsutum*

The availability of full genome sequences across large number of eukaryotes has significantly expanded our knowledge of TOR signaling pathway^2^. Recently sequenced *Gossypium hirsutum* genome has provided us an opportunity to identify these evolutionary conserved TOR signaling pathway components in tetraploid species cotton^25^. We found the putative homologous gene sequences encoding the key proteins of TORC1 complex including TOR, RAPTOR, and LST8; however, no putative homologs of TORC2-specific proteins, such as RICTOR and SIN1, were present in cotton genome (Table 1 and Supplementary Table 1). Further analysis revealed that the homologs of *HsTOR* were presented at two genetic loci in *G.hirsutum* genome (Fig. 1A). The full-length gene sequence of *GhTOR1 (Target of Rapamycin 1*) spans 20,012 bp and contains 58 exons, and *GhTOR2 (Target of Rapamycin 2*) has 21,569 bp with the same number of exons as observed in *GhTOR1. Gh*TOR1 protein sequences showed similar organization of domains as *Arabidopsis*, humans and yeasts, whereas the FATC domain was not detected in *Gh*TOR2 protein (Fig. 1B). Phylogenetic analysis (Fig. 1C) and kinase domain sequence alignment with that from other representative organisms (Fig. 1D) indicated that *Gh*TOR1 and *Gh*TOR2 were evolutionarily conserved. Moreover, QRT-PCR (Quantitative real time PCR) analysis revealed that the expression of these two *GhTOR* genes can be detected with similar profiles in all cotton tissues (Fig. 1E). It should be noted that besides the two *TOR* homologs, four putative *RAPTOR* homologs were found, but only one copy of *LST8* and *FKBP12* can be detected in cotton genome (Supplementary Table 1). These observations indicate that *TOR* and *RAPTOR* have been duplicated during the evolution of cotton genome from diploid to heterotetraploid whereas one copy of *LST8* and *FKBP12* was lost during this process, indicating that TOR and RAPTOR may play more crucial parts in the evolutionary history and life strategies of cotton (Supplementary Table 1).

IRS (Insulin receptor substrate)-PI3K (Phosphoinositide 3-kinase)-PDK (3′-phosphoinositide-dependent protein kinase)-Akt-TSC1 (Tuberous sclerosis 1)/TSC2 (Tuberous sclerosis 2) signaling cascade is a crucial upstream regulatory input of TOR in humans^1^,^4^. Except PDK, no homologs of other components were present in cotton (Table 1). Since LKB (Loss of liver kinase B1)-AMPK (AMP-activated protein kinase) is another upstream signaling component of TORC1^26^,^27^, we investigated the corresponding putative homologs of LKB and AMPK. Two copies of *LKB* and three copies of *AMPK* were identified and they all displayed high similarities with the corresponding *Arabidopsis* homologs (Supplementary Table 1), indicating that LKB-AMPK, the major energy sensor for ATP/AMP, is a shared signaling factor upstream of TOR in *Arabidopsis* and cotton. Furthermore, our analysis also identified the downstream targets of TOR that include the homologs of S6K (S6 kinase), RPS6 (Ribosomal protein S6), α4, E2F3 (E2F transcription factor 3), ATPBD3 (Repressor of LRR-extension 1), and TCTP (Translationally controlled tumor protein); however, the homologs of VPS34 (Vacuolar protein sorting 34), 4EBP1 (Translation initiation factor 4E-binding protein 1), and SGK1 (Serum/glucocorticoid-regulated kinase 1) were not detected (Table 1 and Supplementary Table 1). It should be noted that additional copies of *S6K* (6 copies) and *RPS6* (ten copies) have been found, suggesting the expansion of these genes in cotton genome compared to the other TOR components like α4 (1 copy), E2F3 (2 copies), ATPBD3 (1 copy) and TCTP (2 copies) in cotton (Supplementary Table 1). The extensive expansion of *S6K-like* and *RPS6-like* genes along with the duplications of *TOR* and *RAPTOR* suggests that TOR/RAPTOR-S6K-RPS6 signaling cascade may act as the mainstay of highly conserved TOR signaling pathways in controlling cell growth and proliferation in cotton.

### AZD but not RAP can efficiently inhibit the growth of cotton seedlings in a dose dependent manner

RAP is a well-known TOR inhibitor and is extensively employed in deciphering plant TOR functions^3^,^7^. RAP depends on the presence of functional FKBP12 to realize its inhibitory effect on TOR protein^7^,^28^. We analyzed the sequences of *GhFKBP12* in the cotton genome (http://cgp.genomics.org.cn). Only a single copy of *FKBP12* (CotAD_57498) was present and was evolutionary conserved among species (Supplemental Fig. 1A). Besides, we performed real-time PCR analyses of *GhFKBP12* and found that *GhFKBP12* had a similar expression pattern to that of *GhTOR* (Supplemental Fig. 1B). Next, to get functional insights into this gene, cotton seedlings and *GhFKBP12* overexpression transgenic *Arabidopsis* lines were exposed to RAP treatment (Supplemental Fig. 1C–H). They all displayed insensitivity to rapamycin, and this observation was consistent with that reported in *Arabidopsis*^6^,^28^. Sequence analysis of GhFKBP12 and homologs of other organisms indicated that alternations in some residues of this protein in cotton likely prevented the formation of a TOR-rapamycin-FKBP12 ternary complex, contributing to the observed RAP insensitivity in cotton (Supplemental Fig. 1A)^6^.

Given the RAP insensitivity of cotton seedlings, the second generation TOR inhibitor AZD was explored to dissect TOR pathway functions in cotton (Fig. 2A,B). We performed the established functional assay to test the effects of different AZD concentrations on cotton seedling growth. We found that AZD can induce growth retardation of cotton seedlings, and these effects were dose-dependent (as indicated by root length and fresh weight). This suggests that AZD based approach can be used to probe TOR signaling in cotton similar to other plants^8^,^9^.

### Transcriptome analysis of TOR inhibited cotton

To further dissect TOR functions in cotton, cotton seedlings treated with DMSO (as a control) and AZD were used for RNA-seq analysis. 

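The seedlings were 4 d old when they were moved to medium with DMSO, the solvent, or with 5 μM AZD, which competes with ATP at the TOR kinase, and they were kept there for 24 h (the sample labels give an age of 5 d). Each treatment has 3 libraries, which the paper calls biological repeats. The paper names a directional NEB Next kit for these libraries, while the sample labels name an Illumina TruSeq kit. The authors mapped the paired-end reads with TopHat2, assembled them with Cufflinks, compared the groups with Cuffdiff and deposited FPKM (fragments per kilobase of transcript, relative to all mapped fragments) for 70478 genes in each library. These values were used as deposited. Of the genes, 64063 carry a match to 1 of 15412 Arabidopsis loci, and gene names such as LHY are those of the matched Arabidopsis gene. A total of 13316 genes were listed at 0 in every library. The 43158 genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma, with a trend, on log2(FPKM + 0.5), with Benjamini-Hochberg adjustment and two-sided. A gene is called higher or lower in the libraries labelled AZD than in those labelled DMSO at an adjusted p under 0.05. Added to genes near 0, the 0.5 FPKM make their fold changes smaller than the ratio of their FPKM.
On simulated data made from these libraries, with 50 genes changed per size among 42396 tested, the test called 0% of the genes changed by 0.5 on the log2 scale, 22% of those changed by 1, 70% of those changed by 2 and 92% of those changed by 3. The changed genes were drawn from those with a mean log2(FPKM + 0.5) above 1, and the simulated genes varied independently of each other. With 200 genes changed in all, against 2025 called in the real data, these shares do not give the sensitivity of the real test. The first principal component of the tested genes (37.9% of the variance) separated the libraries labelled AZD from those labelled DMSO. DMSO replicate 1 stood apart from the other 2 libraries of its group on the second component (20.8%). DMSO replicates 2 and 3 lay on opposite sides of the third (17.1%, at −84.8 and 67.5). Spearman correlations across genes, which are not independent replicates, were 0.874 to 0.899 among the libraries labelled DMSO and 0.914 to 0.928 among those labelled AZD. Between the groups they were 0.843 to 0.870. The libraries labelled DMSO were thus less alike than those labelled AZD. The direction of each fold change rests on the sample labels. For the 92 genes of Table 2 and Supplementary Table S3, the log2 ratio of the 2 groups' mean FPKM met the size of the paper's fold change within 0.01 for all 92, with the opposite sign for 91. The paper's QRT-PCR and its JA measurements run the way its tables do, which does not settle the labels, and the libraries are therefore named by their labels.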

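Per library, the paper's Supplementary Table 2 gives 84899502, 80886794 and 97549042 clean reads for DMSO replicates 1, 2 and 3, and 102555968, 82552052 and 105774810 for AZD replicates 1, 2 and 3. The number of fragments behind each FPKM value was not used here, but low values show what 1 fragment is worth. The most common ratio between libraries among genes under 0.1 FPKM gave, relative to DMSO replicate 1, a depth of 1.154 for DMSO replicate 2 and 1.464 for DMSO replicate 3. The same ratio gave 1.011 for AZD replicate 1, 0.925 for AZD replicate 2 and 1.029 for AZD replicate 3. With these depths, 81.6% of 8327 values of genes under 0.2 FPKM in every library were whole multiples, within 1%, of the gene's smallest value. The depths did not follow the clean reads, which were most numerous in AZD replicate 3, while DMSO replicate 3 had the largest depth. They therefore give what 1 fragment is worth in the deposited values, not the depth of sequencing. The sum of FPKM over all genes was 4332132, 4355426 and 4236812 in the libraries labelled DMSO and 6222402, 2773880 and 5894694 in those labelled AZD. From 56.0% to 73.9% of that sum came from the same 3 genes, those with the highest mean over the 6 libraries. For rescaling, the libraries were divided by median-of-ratios factors of 0.989 to 1.03.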

After trimming for quality, 87.77 and 96.96 million RNA-seq clean reads were obtained under the treatment of DMSO and AZD (representing the average of three replicates), respectively (Supplementary Table 2). The corresponding raw datasets and processed files of the RNA-seq data have been deposited in NCBI’s Sequence Read Archive (SRA) under accession number SRX2568809. Approximately 90% of the reads in each of the three replicates were mapped to the cotton genome (Fig. 3A). 

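Gh_A05G0622, a gene with no Arabidopsis match, stood at 1087, 679 and 847 FPKM in the 3 libraries labelled DMSO and was listed at 0 in the 3 labelled AZD. Gh_Sca124284G01, which matches AT3G05550 of a hypoxia-responsive protein family, stood at 994, 211 and 1752 FPKM in the libraries labelled DMSO and was also listed at 0 in those labelled AZD. In the other direction, Gh_D13G0454 and Gh_A09G2234, both without an Arabidopsis match, were listed at 0 in the libraries labelled DMSO. They stood at 215, 47.1 and 92.5 FPKM and at 34.7, 6.35 and 30.0 FPKM in AZD replicates 1, 2 and 3. These are the largest changes in each direction among the genes past the test whose groups did not overlap. In all, 17 tested genes were above 0 in the 3 libraries labelled AZD only, and 43 in the 3 labelled DMSO only.
Of the 43158 genes, 817 were higher and 1208 lower in the libraries labelled AZD, and 485 and 826 of these differed by at least 2-fold. Under the limits that the paper's methods state (a P-value of at most 0.8 and an absolute log2 ratio of group means of at least 1), 2039 genes were higher and 3441 lower. Without the filter on low values, which the paper does not state, 4884 were higher and 8198 lower under these limits. In 12961 of the 43158 genes (30.0%) the groups did not overlap. Over all splits of the libraries into 3 against 3, this share averages at most 10%. Genes vary together, so that a single split can lie far from 10% by chance, and the 2 shares are not a test. The number of genes past the test was 3590 without DMSO replicate 1, 1087 without DMSO replicate 2, 492 without DMSO replicate 3, 199 without AZD replicate 1, 265 without AZD replicate 2 and 328 without AZD replicate 3, and of these 1755, 813, 437, 171, 239 and 296 were among the genes called over all 6 libraries. The balance turned without DMSO replicate 1, to 1913 higher and 1677 lower genes. In the other 5 cases, in that order, 327, 167, 44, 82 and 79 were higher and 760, 325, 155, 183 and 249 lower. At 2-fold the counts were 2353 (1193 higher and 1160 lower), 975, 481, 199, 265 and 328. Gh_A09G2234 was not past the test without AZD replicate 1 (adjusted p = 0.0558) or AZD replicate 3 (adjusted p = 0.0559).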

A total of 6419 differentially expressed genes (DEGs) were found between DMSO and AZD treatment; among these 3767 were up-regulated and 2652 were down-regulated (Fig. 3B). KEGG (Kyoto encyclopedia of genes and genomes) pathway analysis revealed that the up-regulated genes were mainly enriched for several processes including circadian rhythm, fatty acid biosynthesis and phenylpropanoid biosynthesis (Fig. 3C). 

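LHY, a transcription factor of the central circadian oscillator, was lower in the libraries labelled AZD. Its copy Gh_A11G0926 had 4.58 ± 0.825 FPKM (SD, n = 3) in the libraries labelled DMSO and 0.494 ± 0.183 FPKM in those labelled AZD, a log2 fold change of −2.36 (adjusted p = 0.00657). PRR9, a repressor within the same clock, stood at 5.03 ± 0.788 FPKM (SD, n = 3) and 1.32 ± 0.101 FPKM in its copy Gh_A11G0920, a log2 fold change of −1.60 (adjusted p = 0.00744). Of 52 tested clock genes, 10 were lower (6 copies of LHY, 2 of PRR9 and 2 of PRR5) and none was higher (12 lower when adjusted over the list alone). The list's median log2 fold change was −0.05, and camera, a test of a gene list against the other genes, gave an adjusted p of 0.111 with its preset correlation (adjusted p = 0.648 with an estimated correlation).
PAL1, which opens the phenylpropanoid pathway by removing ammonia from phenylalanine, stood at 31.2 ± 9.66 FPKM (SD, n = 3) in the libraries labelled DMSO and 10.2 ± 2.44 FPKM in those labelled AZD in its copy Gh_A01G1839 (log2 fold change −1.54, adjusted p = 0.0397). It and a copy of PAL2, Gh_A11G2891 (log2 fold change −0.77, adjusted p = 0.0461), were the 2 genes past the test among 36 of phenylpropanoid synthesis (7 lower when adjusted over the list alone). The list's median was −0.35, with a camera adjusted p of 7.45e-04 (adjusted p = 0.395 with an estimated correlation). For fatty acid degradation, the pathway that Fig. 3C names, 3 of 38 genes were lower and none higher (also 3 when adjusted over the list alone). They are 2 copies of ACX1, which also acts in JA synthesis, and Gh_A09G2434, a copy of ACX4 for short-chain acyl-CoA, at 13.3 ± 1.90 FPKM (SD, n = 3) and 7.66 ± 0.473 FPKM (log2 fold change −0.75, adjusted p = 0.0416). This list had a median of −0.30 and a camera adjusted p of 0.00976 (adjusted p = 0.395 with an estimated correlation). The named members were chosen after their values were seen, and no list of fatty acid synthesis was tested.
LHY Gh_A11G0926 and PRR9 Gh_A11G0920 passed the test with any 1 library left out, with adjusted p of at most 0.0378 and 0.0425. Without DMSO replicate 1, 3 clock genes were higher and 9 lower, and the lower genes numbered 6, 6, 2, 3 and 4 without DMSO replicates 2 and 3 and AZD replicates 1, 2 and 3. PAL1 passed only without DMSO replicate 1 (adjusted p = 0.0138), PAL2 in none of the 6 cases (adjusted p = 0.0587 to 0.150) and ACX4 only without DMSO replicate 1 (adjusted p = 0.0217). With 1 library left out in that order, the lower phenylpropanoid genes numbered 6, 2, 0, 0, 0 and 0 (limma, with 19, 13, 10, 7, 7 and 14 genes at an unadjusted p under 0.05), and those of fatty acid degradation 7, 3, 1, 0, 0 and 1 (17, 9, 11, 11, 7 and 8 unadjusted). Higher genes appeared only in the first of these cases, 1 in phenylpropanoid synthesis and 2 in fatty acid degradation.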

Besides these, the carbon fixation associated with photosynthesis showed the highly enriched category among the down-regulated genes (Fig. 3D). 

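Many genes of the light reactions were higher in the libraries labelled AZD. With any 1 of these 3 libraries left out none passed (limma, counts below). LHCB1.3, an antenna protein of photosystem II, had 575 ± 148 FPKM (SD, n = 3) in the libraries labelled DMSO and 2759 ± 213 FPKM in those labelled AZD in its copy Gh_D05G1429, a log2 fold change of 2.29 (adjusted p = 0.0120). LHCA1, an antenna protein of photosystem I, stood at 103 ± 30.7 FPKM (SD, n = 3) and 444 ± 19.0 FPKM in Gh_D13G0236 (log2 fold change 2.14, adjusted p = 0.0112). Of 112 tested genes of light harvesting and the photosystems, 61 were higher, none lower and 51 not past the test (103 higher when adjusted over the list alone), with a median log2 fold change of 1.45. Camera gave an adjusted p of 1.23e-39 (adjusted p = 0.395 with an estimated correlation).
In the Calvin cycle, which fixes carbon, GAPA2, a subunit of the plastid glyceraldehyde-3-phosphate dehydrogenase, had 75.2 ± 20.4 FPKM (SD, n = 3) in the libraries labelled DMSO and 157 ± 14.9 FPKM in those labelled AZD in Gh_A07G2148 (log2 fold change 1.09, adjusted p = 0.0488). Copies of the Rubisco small subunit went both ways at low levels. Gh_D11G1672 (RBCS1B) had a log2 fold change of 1.32 (adjusted p = 0.0489) and Gh_A03G0182 (RBCS2B) one of −1.95 (adjusted p = 0.0340). These 3 were the genes past the test among 28 of the Calvin cycle (14 higher and 3 lower when adjusted over the list alone). The median was 0.96, with a camera adjusted p of 8.48e-05 (adjusted p = 0.581 with an estimated correlation).
Among 24 genes of chlorophyll synthesis, 4 were higher and none lower (14 higher when adjusted over the list alone), with a median of 0.57 and a camera adjusted p of 1.20e-05 (adjusted p = 0.581 with an estimated correlation). They are PORA, which reduces protochlorophyllide in the light, in Gh_A04G0240 at 449 ± 55.9 and 971 ± 141 FPKM (SD, n = 3), CHLM in Gh_A07G0409 at 49.9 ± 6.47 and 98.0 ± 9.09 FPKM, and the magnesium chelatase subunits CHLI1 in Gh_A10G0282 and CHLI2 in Gh_D06G2150, each with a log2 fold change of 0.90. These members were named after their values were seen.

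**Figure D1:**
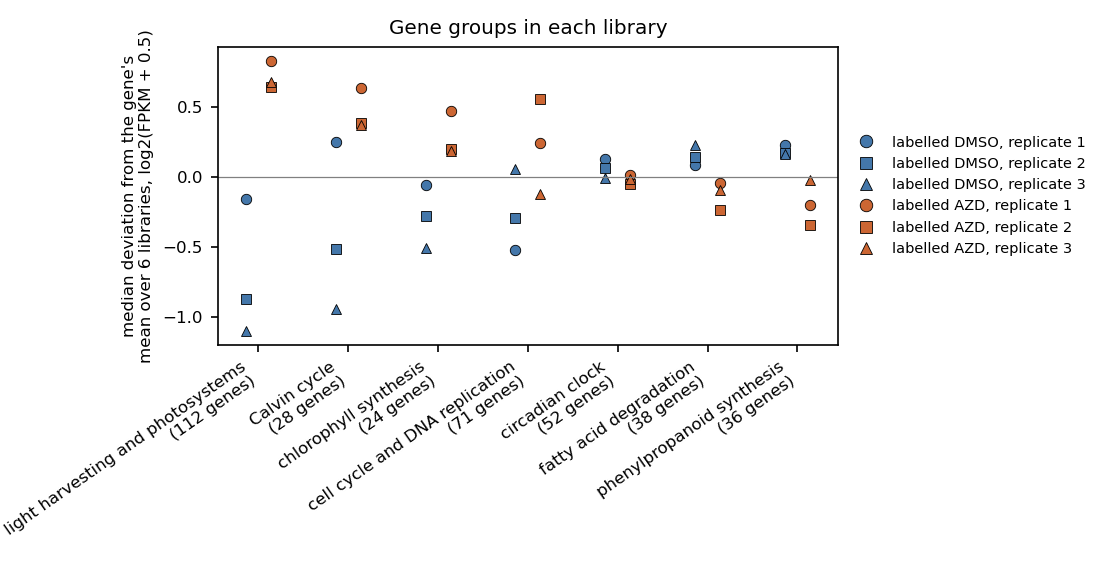
Median deviation of each library from the gene's mean over the 6 libraries, in log2(FPKM + 0.5), for 7 gene lists, with 1 point per library coloured by its label. For light harvesting and the photosystems the 3 libraries labelled AZD sit at 0.64 to 0.83, DMSO replicate 1 at −0.16 and the other 2 labelled DMSO at −0.87 and −1.10.

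DMSO replicate 1 lay between the groups at the light harvesting genes, at a median position of 0.501 on a scale from 0, the mean of the libraries labelled AZD, to 1, the mean of the other 2 labelled DMSO. Genes matched to chloroplast loci took 32.1%, 20.3% and 21.2% of the FPKM in DMSO replicates 1, 2 and 3. They took 27.5%, 29.3% and 31.1% in AZD replicates 1, 2 and 3. These shares leave out the 3 genes with the highest mean over the 6 libraries. Without DMSO replicates 1, 2 and 3 in turn, 98, 7 and 3 light harvesting genes were higher, and without any 1 library labelled AZD none was (limma, with 97 to 104 genes at an unadjusted p under 0.05 in the 6 cases). In the same order the Calvin cycle had 17 higher and 1 lower without DMSO replicate 1 and none called in the other 5 cases (limma, 14 to 16 unadjusted), and chlorophyll synthesis had 6 and then none (8 to 14 unadjusted). LHCB1.3 Gh_D05G1429 and LHCA1 Gh_D13G0236 failed without AZD replicate 1 (adjusted p = 0.0695 and 0.0636), 2 (0.0541 and 0.0593) or 3 (0.0620 and 0.0554), and Gh_A07G2148, Gh_A03G0182, Gh_D11G1672, Gh_A04G0240, Gh_A07G0409, Gh_A10G0282 and Gh_D06G2150 passed only without DMSO replicate 1, with adjusted p of 0.0585 to 0.187 without another library.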

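Among 43 tested genes of JA signalling, which covers the JA receptor, the JAZ repressors and the MYC factors they bind, Gh_D08G2564, a copy of the repressor JAZ1, was lower in the libraries labelled AZD and none was higher (1 higher and 7 lower when adjusted over the list alone). The list's median log2 fold change was −0.20, with a camera adjusted p of 0.146 (adjusted p = 0.395 with an estimated correlation). Among 32 tested genes of JA synthesis, 3 were higher and none was lower, also when adjusted over the list alone. These are 2 copies of OPR3, which reduces the JA precursor OPDA, and Gh_A03G2119, a copy of the allene oxide synthase AOS. ACX1, whose 2 lower copies were counted under fatty acid degradation, is not on this list. The median of this list was 0.03 and its mean −0.18, and the sign of camera's test was upward with an adjusted p of 0.697 (adjusted p = 0.870 with an estimated correlation).
Both lists hold genes that the study picked from these libraries for Table 2, and the called members are named because few were called. With DMSO replicate 1 left out, 3 JA synthesis genes were higher and 5 lower, and 3 JA signalling genes were higher and 3 lower. In JA synthesis 1 gene was higher and 1 lower without DMSO replicate 2, 1 was higher without DMSO replicate 3, and none was called without AZD replicate 1, 2 or 3 (limma, with 5, 4 and 5 genes at an unadjusted p under 0.05). In JA signalling 1 was lower without DMSO replicate 2 and none was called without DMSO replicate 3 or AZD replicates 1, 2 and 3 (limma, 12, 10, 11 and 15 unadjusted).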

The plant hormones signal transduction pathway and carbon fixation pathway are consistent with previously reported observations in TOR inhibited *Arabidopsis*^11^. Interestingly, the differentially expressed genes also include some key JA biosynthetic and transduction associated genes, suggesting potential interaction between TOR and JA (Table 2). Furthermore, we also found the altered expression profiles of auxin and abscisic acid (ABA) related genes under TOR inhibition in cotton; these observations are highly consistent with similar treatments in *Arabidopsis*^11^ (Supplementary Table 3). 

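AOS, allene oxide synthase, makes the first committed step from linolenic acid hydroperoxide to JA. Its copy Gh_D06G0087 stood at 53.9, 275 and 222 FPKM in DMSO replicates 1, 2 and 3 and at 38.6, 29.9 and 34.9 FPKM in AZD replicates 1, 2 and 3, a log2 fold change of −2.10 (standard error 0.60, adjusted p = 0.100). Gh_D06G0089 stood at 0.293, 6.34 and 4.88 FPKM and at 0.165, 0.181 and 0.122 FPKM (log2 fold change −2.23, adjusted p = 0.161), and Gh_A06G0111 at 0.264, 3.54 and 4.36 FPKM and at 0.150, 0.245 and 0.184 FPKM (log2 fold change −1.83, adjusted p = 0.180). The 3 copies were not past the test. OPR3 in its copy Gh_D05G0339 was higher in the libraries labelled AZD, at 2.87, 2.40 and 2.56 FPKM against 6.06, 4.98 and 7.41 FPKM (log2 fold change 1.08, standard error 0.17, adjusted p = 0.0255).
Of the 24 genes of Table 2, 1 was higher and 3 were lower in the libraries labelled AZD (2 higher and 20 lower when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these libraries). By group, 1 of the 12 synthesis genes was higher and 2 were lower, none of the 3 JMT genes was called (limma, with 2 at an unadjusted p under 0.05), and 1 of the 9 signalling genes was lower.

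**Figure D2:**
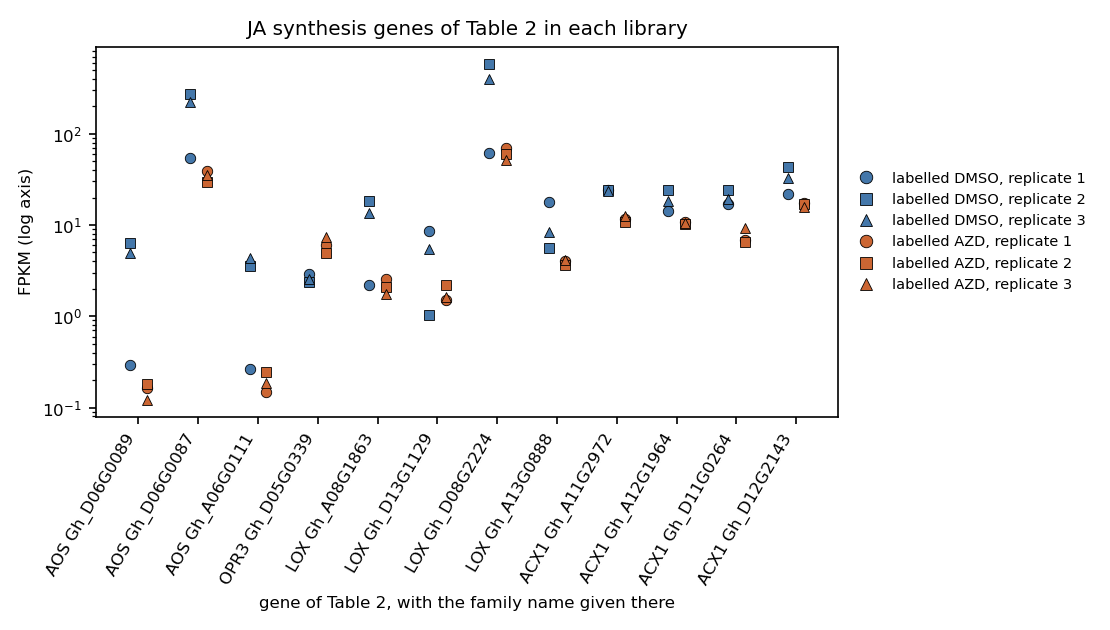
FPKM of the 12 JA synthesis genes of Table 2 in each library, on a log axis, with libraries labelled DMSO in blue and labelled AZD in orange and a circle, square and triangle for replicates 1, 2 and 3. For the AOS copy Gh_D06G0087 the circle of DMSO replicate 1, at 53.9 FPKM, lies near the libraries labelled AZD, at 29.9 to 38.6 FPKM, and below the other 2 labelled DMSO.

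Without DMSO replicate 1, 1 gene of Table 2 was higher and 12 were lower. The calls numbered 4 without DMSO replicate 2, 1 without DMSO replicate 3, 0 without AZD replicate 1, 0 without AZD replicate 2 and 1 without AZD replicate 3 (limma, with 16, 14, 15, 16 and 15 genes at an unadjusted p under 0.05), and OPR3 Gh_D05G0339 passed only without DMSO replicate 1 (adjusted p = 0.0262, against 0.0543 to 0.115 without another library). The AOS copies Gh_D06G0087 (0.00470), Gh_D06G0089 (0.00470) and Gh_A06G0111 (0.00596) were lower without DMSO replicate 1. Since DEGs of the study include JA synthesis and signalling genes, the paper proposes that TOR and JA potentially interact (Table 2). For this it also draws on JA measurements, on treatments with MeJA and on mutants and overexpression lines, none of which was examined here.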

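Of the 43 auxin genes that Supplementary Table S3 lists, 39 were tested, and 3 were higher and 9 lower in the libraries labelled AZD. Most of these were SAUR genes, which auxin induces early and which promote cell expansion. Gh_D04G1627, a SAUR gene, stood at 108, 104 and 81.0 FPKM in the libraries labelled DMSO and at 3.64, 1.98 and 4.40 FPKM in those labelled AZD (log2 fold change −4.72, standard error 0.28, adjusted p = 0.00202). Of the 25 ABA genes, 15 were lower and none was higher. The largest fall among those past the test was in Gh_D02G2083, a copy of CYP707A, which inactivates ABA, from 2.03, 7.26 and 4.58 FPKM to 0.474, 0.647 and 0.310 FPKM (log2 fold change −2.26, adjusted p = 0.0372).
Adjusted over the list alone, 9 auxin genes were higher and 20 lower, and 2 ABA genes were higher and 22 lower, which is not independent evidence, since the study chose both lists on these libraries. Without DMSO replicate 1, 18 auxin genes (7 higher and 11 lower) and 16 ABA genes (1 higher and 15 lower) were called. The auxin calls numbered 5 and 4 without DMSO replicates 2 and 3 and 3, 4 and 3 without AZD replicates 1, 2 and 3, and the ABA calls 9, 2, 0, 0 and 4 in that order (limma, with 24, 22, 22, 23 and 23 ABA genes at an unadjusted p under 0.05), and Gh_D02G2083 passed only without DMSO replicate 1 (adjusted p = 0.00880, against 0.0634 to 0.137).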

As the crosstalk between TOR and ABA or auxin signaling pathways have already been previously investigated^9^,^29^,^30^, we focused on JA signaling pathway for further investigation. The expression levels of some randomly-selected genes were verified using QRT-PCR, and the results were consistent with the RNA-Seq analysis (Supplementary Figure 2).

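Gh_A05G2312, which matches SAD6, a stearoyl-ACP desaturase, stood at 34.8, 23.3 and 39.2 FPKM in the libraries labelled DMSO and at 0.0505, 0.220 and 0.248 FPKM in those labelled AZD (log2 fold change −5.59, standard error 0.23, adjusted p = 6.66e-04). Gh_D02G1254, which matches SBH2, a sphingoid base hydroxylase, was higher in the libraries labelled AZD, at 3.06, 2.12 and 4.42 FPKM against 31.2, 28.7 and 25.8 FPKM (log2 fold change 3.02, standard error 0.24, adjusted p = 0.00533). Gh_A10G0539, which matches PEPC1, a phosphatase, was higher too, at 1.62, 0.0701 and 0.222 FPKM against 11.4, 13.0 and 69.8 FPKM (log2 fold change 4.56, standard error 0.80, adjusted p = 0.0352). Over the 11 gene IDs named on the axes or in the legend of Supplementary Figure S2, 2 were higher and 3 lower (5 and 5 when adjusted over the list alone, which is not independent evidence where the study chose the genes on these libraries).
SAD6 and SBH2 passed with any 1 library left out, and PEPC1 Gh_A10G0539 only without DMSO replicate 1 (adjusted p = 0.0243, against 0.0690 to 0.102). Without DMSO replicates 1, 2 and 3 the calls numbered 7, 5 and 3, and without AZD replicates 1, 2 and 3 they numbered 3, 3 and 2.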

### AZD can significantly enhance MeJA-induced growth inhibition on cotton seedlings

Next, we examined whether the potential crosstalk between TOR and JA exists in cotton by applying MeJA (Methyl jasmonate), AZD, and a pairwise combination of MeJA + AZD to cotton seedlings (Fig. 2A,C). The roots of MeJA-treated cotton seedlings turned brown in color, most likely due to the accumulation of polyphenols and anthocyanin. Furthermore, growth inhibition inflicted by the combination of AZD + MeJA in cotton seedlings was more pronounced than the treatments with AZD or MeJA alone. Furthermore, JA level increase induced by TOR inhibition was also observed in cotton seedlings (Fig. 2D). These results indicated that the interplay between TOR and JA may exist in cotton.

### MeJA and TOR inhibitors synergistically inhibit plant growth

Due to the lack of mutant collections and difficulties in genetic transformation in cotton, we used the model plant *Arabidopsis* to study the potential interactions between TOR and JA. RAP selectively inhibits TORC1-S6K signaling while AZD is a pan-TOR inhibitor which can directly interact with kinase domain of TOR by competing with ATP. These different properties of RAP and AZD may provide alternative and complementary approaches to investigate the crosstalk between TOR and JA in *Arabidopsis*. WT and BP12-2^7^ were exposed to MeJA, TOR inhibitors (AZD or RAP) and the pairwise combination of RAP + MeJA or AZD + MeJA (Fig. 4A–E). As expected, WT and BP12-2 seedlings grown on 1/2 MS (Murashige & Skoog) medium supplemented with DMSO, MeJA, RAP and AZD showed phenotypes similar to previous observations^7^,^8^,^31^. However, the combinatorial treatment using MeJA + RAP resulted in BP12-2 but not WT seedlings undergoing enhanced inhibition (regarding fresh weight and root length) (Fig. 4A,B and D). Besides, plants treated with AZD + MeJA showed more pronounced inhibition than with AZD or MeJA alone (Fig. 4A,C and E). These results indicated that MeJA and TOR inhibitors may synergistically inhibit plant growth.

To quantitatively measure the synergism generated by the interaction between TOR inhibitors and MeJA, CI (Combination index) values were used in this study. First, to further examine whether the synergism can be generated by the combination of TOR inhibitors (RAP or AZD) with MeJA, we investigated the GI50 (50% growth inhibitory dose) values of each drug alone and pairwise combinations in BP12-2 seedlings (Supplementary Table 4). The GI50 values of MeJA, RAP and AZD were 10, 0.35 and 1 μM, respectively. However, their GI50 values were significantly reduced when BP12-2 were subjected to MeJA + RAP or MeJA + AZD treatments, implying that the potential synergistic effects can be generated by combining MeJA and TOR inhibitors. Next, computer-simulated Fa (Affected fraction)-CI curves were assessed by using the CompuSyn software (Fig. 4F,G). Synergistic effects (CI < 1) were observed when BP12-2 plants were treated with a combination of MeJA + RAP or MeJA + AZD, showing that MeJA + RAP or MeJA + AZD interaction had synergism. These results confirmed that MeJA and TOR inhibitors (AZD or RAP) could synergistically inhibit plant growth.

### TOR negatively influences JA biosynthesis and plant response to JA

To further dissect the crosstalk between TOR and JA signaling pathway, we examined the effect of TOR inhibition on the mRNA levels of the major JA biosynthetic and responsive genes. The transcription levels of six genes including the major JA biosynthetic genes *AOC1 (Allene oxide cyclase1*) and *OPR3 (OPDA reductase3)*^32^,^33^ that have a close relationship with JA content in plants, repressors of JA signaling pathway *JAZ1* and *JAZ7*^17^,^18^,^19^ whose transcript levels showed significant changes in the RNA-seq data of TOR-inhibited *Arabidopsis* seedlings^11^; cell cycle related gene *CYCB1;1 (Cyclin-dependent protein kinase1;1)*^34^ which is greatly affected by JA signaling pathway; and the bHLH transcription factor *MYC2*^23^ which functions as a regulator of JA-responsive gene expression were analyzed (Fig. 5A–F and Supplementary Figure 3B). In both BP12-2 transgenic lines (Fig. 5A–F) and WT *Arabidopsis* (Supplementary Figure 3B), TOR inhibition and MeJA treatments resulted in a decrease in the relative transcript levels of *CYCB1;1*, but led to an increase in the expression levels of the other five genes. Besides, when plants were treated with the combination of TOR inhibitor and MeJA, relative mRNA levels of these genes were changed in a more dramatic manner than those treated with single drug alone. The CI curves of two selected genes suggested that MeJA and TOR inhibitors had a synergistic effect on the mRNA levels of these genes in BP12-2 transgenic lines (Supplementary Figure 3A).

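Some lipoxygenases (LOX) add oxygen to linolenic acid at the entry to JA synthesis. Table 2 holds 4 LOX genes, all matched to LOX1 of Arabidopsis, and whether these act in JA synthesis was not tested. Gh_D08G2224 stood at 62.0, 584 and 401 FPKM in DMSO replicates 1, 2 and 3 and at 69.6, 60.4 and 52.2 FPKM in AZD replicates 1, 2 and 3 (log2 fold change −2.01, standard error 0.80, adjusted p = 0.199). Gh_A08G1863 stood at 2.21, 18.1 and 13.5 FPKM and at 2.57, 2.11 and 1.75 FPKM (log2 fold change −1.76, adjusted p = 0.196). For Gh_A13G0888 the values were 18.1, 5.60 and 8.43 FPKM and 4.08, 3.61 and 4.09 FPKM (log2 fold change −1.18, adjusted p = 0.136). Gh_D13G1129 had 8.70, 1.04 and 5.50 FPKM and 1.52, 2.22 and 1.64 FPKM (log2 fold change −0.95, adjusted p = 0.422). None of the 4 passed limma's test (3 at an unadjusted p under 0.05), and DMSO replicate 1 was below the other libraries labelled DMSO at Gh_D08G2224 and Gh_A08G1863 and above them at Gh_A13G0888 and Gh_D13G1129.
Over the 7 AOS and LOX genes of Table 2, the median position of DMSO replicate 1 was 0.0854 (quartiles 0.0362 and 1.51), where 0 is the mean of the libraries labelled AZD and 1 that of the other 2 labelled DMSO. Without that library Gh_D08G2224 (adjusted p = 0.00599) and Gh_A08G1863 (adjusted p = 0.00612) were lower in the libraries labelled AZD, and without DMSO replicate 2 Gh_D13G1129 was lower (adjusted p = 0.0385).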

Since TOR suppression increased the relative transcript levels of JA biosynthetic genes (Table 2) and JA levels (Fig. 2D) in cotton, we speculated that TOR inhibition also influenced the endogenous JA content in *Arabidopsis*. Therefore, we measured the endogenous JA levels in *Arabidopsis* (Fig. 5G). Consistently, our results showed that suppression of TOR resulted in the significant increase in JA production in *Arabidopsis*, which was in agreement with the QRT-PCR data shown above. Taken together, our data suggest that TOR has a negative effect on JA biosynthesis and its response.

### Sensitivity of JA synthesis and signaling mutants to AZD

Next, we examined whether the mutants *jar1, coi1-2, jaz10* and *myc2-2* deficient in crucial steps of JA synthesis and transduction are affected by AZD treatments (Fig. 6). Interestingly, the results showed that *jar1, coi1-2* and *myc2-2* were insensitive to AZD compared with WT, as indicated by root length and fresh weight data (Fig. 6B and D). In contrast, the transcriptional repressor mutant *jaz10* was sensitive to AZD (Fig. 6A,B). Moreover, the finding that *coi1-2* was insensitive to AZD prompted us to generate *COI1* overexpression transgenic lines (Fig. 6C,D). *COI1*-overexpression transgenic lines were generated by introducing P35S::*COI1*-HA into WT *Arabidopsis*. These *COI1*-overexpression transgenic lines showed AZD-hypersensitivity phenotypes including slower growth, smaller leaf size and shorter root length than WT, which displayed the opposite phenotype observed in *coi1-2* (Fig. 6C). These independent lines of evidences further revealed the crosstalk between TOR and JA signaling pathways at multiple sites and levels.

### *GhTIFY* genes are involved in the crosstalk between TOR and JA

The above results indicated that TOR has a negative effect on JA biosynthesis and its signal transduction. JAZs, the subfamily of the TIFY family, are well established transcriptional repressors of JA signaling pathway^17^,^18^,^19^. It is possible that the growth defects caused by TOR suppression can be rescued by *GhJAZ* overexpression. To verify this hypothesis, we next examined the interactions between cotton JAZ/TIFY and TOR by overexpressing cotton *JAZ/TIFY* genes in *Arabidopsis* BP12-2 background. Twenty-one putative *TIFY* genes in *G. hirsutum* were cloned and named following the existing nomenclature system used in *Arabidopsis* (Supplementary Table 5). Phylogenetic construction and motif of these genes were shown in Supplementary Figure 4A. Among the thirteen *JAZ* genes, two *JAZ* overexpression transgenic lines *GhTIFY7b (JAZ7)* and *GhTIFY10a (JAZ10*) showed a relative better growth condition under TOR inhibition than other transgenic lines, thus *GhTIFY7b* and *GhTIFY10a* were selected for further analysis (Fig. 7 and Supplementary Figure 4B,C). We found that these transgenic lines were partly insensitive to TOR inhibitors compared with BP12-2, indicating that *GhTIFY* overexpression can partly rescue the growth defects of TOR suppression (Fig. 7A,B). Besides, when cotton seedlings were exposed to TOR inhibitors and MeJA, the relative transcript level changes of these two genes were consistent with the results in *Arabidopsis* (Fig. 7C).

In *Arabidopsis*, JAZ proteins are degraded by 26 S proteasome when plants respond to JA^17^,^18^,^19^. To verify whether MeJA and TOR inhibitors could induce the degradation of GhTIFY proteins, *35S*-*GhTIFY-GUS* transgenic plants (*GhTIFY7b* and *GhTIFY10a*) were generated and exposed to MeJA and TOR inhibitors (Fig. 7D–F and Supplementary Figure 4C). Consistent with the expectation, MeJA treatment induced significant decrease in GUS activity in these transgenic lines. Interestingly, RAP and AZD can mimic MeJA to promote the degradation of GhTIFY-GUS protein in *Arabidopsis*. These observations further confirmed that TOR is involved in the JA signaling in plants.

## Discussion

Most examined heterotrophic organisms contain two distinct TOR complexes: TORC1 and TORC2, and TOR signaling pathway has been well documented in several model organisms^1^,^2^,^3^,^4^. However, little information is known about TOR signaling pathway in cotton. Based on the recently released genome database of cotton (http://cgp.genomics.org.cn/), we identified the putative components of TOR complexes, the upstream and downstream factors of TOR signaling pathway for the first time. Unlike the FATC domain’s essential functions for TOR protein kinase in yeast and animals^35^, in *Arabidopsis*, this domain appears dispensable and no clear phenotype can be observed with its absence^36^. We found that FATC domain only exists in GhTOR1 but not in GhTOR2. The detailed function of this domain in cotton remains to be understood. Moreover, the significant expansion of TORC1/S6K/RPS6 in cotton genome implies that this signaling cascade may be the mainstay of TOR signaling pathway in cotton. These bioinformatic investigations uncovered an expansion and diversification of *TOR* genes and the canonical TOR components in cotton, which might point to new additional functions for TOR signaling.

Rapamycin and AZD were employed to probe TOR signaling in this study. They both target TOR protein, but the modes of action, molecular mechanism, inhibitory spectrum and drug potency of rapamycin are quite different from that of AZD. Rapamycin is the first generation TOR inhibitor and specifically inhibit TORC1-S6K signaling branch, whereas AZD is the second generation of TOR inhibitor and can suppress most outputs of TORC1 and TORC2. Since TOR has many upstream signaling inputs and downstream signaling outputs in eukaryotic organisms and different signaling cascades operated through these have different functions, both selective TOR inhibitor (rapamycin) and pan-TOR inhibitor (AZD) based approaches are useful for defining TOR signaling in plants. Rapamycin/FKBP12/TOR ternary complex provides a conditional and highly inducible selective system to decipher TORC1-S6K-RPS6 signaling. Considering TORC1-S6K-RPS6 is the mainstay of cotton TOR signaling, rapamycin should be a very important tool to dissect TOR signaling if GhFKBP12 is able to bridge the interaction between RAP and TOR. However, our observations suggest that GhFKBP12 is defective to interact with RAP and not effective to produce TOR inhibition. As an alternative, we have successfully employed AZD to probe TOR signaling in cotton; and the *Arabidopsis* BP12-2 line was successfully applied to detect the functions of GhTIFYs in TOR signaling by using RAP. These results demonstrate that RAP and AZD have many overlapping and complementary advantages for TOR signaling research in cotton and *Arabidopsis*.

Cotton RNA-seq analysis was employed to elucidate the function of TOR signaling. 

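Of the genes of histone H4, whose transcripts are made while DNA is copied, 4 were higher in the libraries labelled AZD. The H4 copy Gh_D03G0360 had 15.5 ± 1.76 FPKM (SD, n = 3) in the libraries labelled DMSO and 33.3 ± 3.73 FPKM in those labelled AZD (log2 fold change 1.08, adjusted p = 0.0200). It, Gh_D13G2399, Gh_D08G0021 and Gh_A03G0310, all H4 and with log2 fold changes of 0.81 to 2.52, were the genes past the test among 71 of the cell cycle and DNA replication (4 higher and none lower, also when adjusted over the list alone). The list's median was 0.45, with a camera adjusted p of 1.17e-06 (adjusted p = 0.581 with an estimated correlation). Of 580 ribosomal protein genes 2 were higher and 25 lower, also when adjusted over the list alone, with a median of −0.05 and a camera adjusted p of 0.146 (adjusted p = 0.870 with an estimated correlation). Camera called this list lower under quantile normalization (adjusted p = 0.0190), without DMSO replicate 1 (0.00244) or 3 (0.0493) and without AZD replicate 1 (0.0345), and not in the other settings. The largest fall kept with any 1 library left out was that of Gh_A05G3476, from 54.1 ± 3.89 FPKM (SD, n = 3) to 10.8 ± 1.77 FPKM (adjusted p = 0.00336), and Gh_D04G1761 rose from 14.6 ± 1.54 FPKM (SD, n = 3) to 42.8 ± 4.54 FPKM (adjusted p = 0.00765). None of 29 genes of ribosome biogenesis was called (limma, 4 at an unadjusted p under 0.05), with a median of −0.07 and a camera adjusted p of 0.389 (adjusted p = 0.870 with an estimated correlation).
Genes that loosen the cell wall went both ways. XTH22, which remodels xyloglucan and responds to touch, stood at 30.4 ± 18.7 FPKM (SD, n = 3) and 2.11 ± 0.611 FPKM in Gh_D08G0272 (log2 fold change −3.35, adjusted p = 0.0282). XTH8 (Gh_A10G0146), XTH23 (Gh_A08G0195) and XTH28 (Gh_A13G0271) were lower by log2 fold changes of −1.86, −1.61 and −0.87, and the expansins EXPB3 (Gh_A12G1270 and Gh_D12G1393) and EXPA4 (Gh_D03G1194) higher by 2.14, 1.14 and 0.85. Of 92 genes on this list 3 were higher and 4 lower (6 and 6 when adjusted over the list alone), with a median of 0.14 and a camera adjusted p of 0.502 (adjusted p = 0.870 with an estimated correlation). ASN1, an asparagine synthetase that starvation induces, was lower in the copy Gh_D05G0859, from 124 ± 44.7 FPKM (SD, n = 3) to 26.8 ± 4.47 FPKM (adjusted p = 0.0214), and higher in Gh_A09G0840, from 18.6 ± 8.92 FPKM (SD, n = 3) to 62.5 ± 7.06 FPKM (adjusted p = 0.0336). DIN10, a raffinose synthase induced in the dark, was higher in Gh_A08G0792, from 5.61 ± 0.449 FPKM (SD, n = 3) to 18.5 ± 3.69 FPKM (adjusted p = 0.00931). These were the 3 genes past the test among 30 dark or starvation marker genes (3 higher and 3 lower when adjusted over the list alone). The median of that list was 0.03, its mean −0.08 and the sign of camera's test downward, with an adjusted p of 0.951 (adjusted p = 0.948 with an estimated correlation).
Autophagy genes gave no call among 77 (limma, 16 at an unadjusted p under 0.05), with a median of −0.10 and a camera adjusted p of 0.0443 (adjusted p = 0.395 with an estimated correlation). OLEO5, an oil body protein of seeds, was lower in Gh_D10G0837 (log2 fold change −2.37, adjusted p = 0.0399) and the only gene past the test among 22 of seed storage, also when adjusted over the list alone (median −0.34, camera adjusted p = 0.0752, adjusted p = 0.581 with an estimated correlation). Of the root tissue genes 2 were tested and none was called (limma, 1 at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone). All members were named after their values were seen.
Counts with 1 library left out are given in the order DMSO replicates 1, 2 and 3 and AZD replicates 1, 2 and 3. The genes called numbered 4, 2, 2, 1, 0 and 0 for the cell cycle (limma, 8, 10, 28, 11, 9 and 22 at an unadjusted p under 0.05), 41, 12, 7, 4, 4 and 6 for ribosomal proteins (2, 3, 2, 1, 2 and 2 of them higher), 23, 5, 0, 0, 0 and 0 for the cell wall (40, 27, 25, 18, 21 and 21 unadjusted) and 6, 3, 1, 0, 1 and 1 for the dark or starvation markers (12, 7, 10, 7, 8 and 8 unadjusted). For the cell wall 16 were higher and 7 lower without DMSO replicate 1, and 1 and 4 without DMSO replicate 2. Of the markers 4 were higher and 2 lower without DMSO replicate 1, 1 higher and 2 lower without DMSO replicate 2, and those of the other cases were higher. Seed storage had 4 lower genes without DMSO replicate 1 and none in the other 5 cases (2 to 5 unadjusted). Of ribosome biogenesis 1 gene was lower without DMSO replicate 1, and 1 of root tissue without DMSO replicate 2. The camera adjusted p of autophagy was above 0.05 without DMSO replicate 1 (0.0690) or 2 (0.0504) and without AZD replicate 1 (0.0824) or 2 (0.173), with no filter on low values (0.101) and under quantile normalization (0.0637). DIN10 Gh_A08G0792 failed without AZD replicate 1 (adjusted p = 0.0545). Gh_D03G0360, Gh_D13G2399, Gh_D08G0272, Gh_A10G0146, Gh_A08G0195, Gh_A12G1270 and Gh_D05G0859 passed only without DMSO replicate 1 or 2 (otherwise 0.0651 to 0.148), Gh_A13G0271, Gh_D03G1194, Gh_A09G0840 and Gh_D10G0837 only without DMSO replicate 1 (otherwise 0.0776 to 0.149), Gh_D08G0021 only without DMSO replicate 1 or AZD replicate 1 (otherwise 0.0711 to 0.115), Gh_A03G0310 only without DMSO replicate 1 or 3 (otherwise 0.0929 to 0.157) and Gh_D12G1393 in none of the 6 cases (0.0601 to 0.177).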

The RNA-Seq analysis show that TOR inhibition result in changes in many metabolic processes, which further implies that TOR plays a key role in cotton growth and development. Besides, plant hormone signal transduction, JA-related genes were significantly altered in TOR inhibited cotton seedlings (Fig. 3C and Table 2). 

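JAZ proteins repress JA responses by binding MYC2, and 1 of their 5 genes in Table 2 was lower in the libraries labelled AZD. This was Gh_D08G2564, a copy of JAZ1, at 2.74, 1.32 and 2.91 FPKM in the libraries labelled DMSO and 0.431, 0.115 and 0.210 FPKM in those labelled AZD (log2 fold change −1.88, standard error 0.31, adjusted p = 0.0311). The other JAZ1 copies had log2 fold changes of −1.15 (Gh_A06G0705, adjusted p = 0.0839) and −1.20 (Gh_A08G2199, adjusted p = 0.0750), and the JAZ3 copies −0.92 (Gh_A12G2441, adjusted p = 0.130) and −0.71 (Gh_D12G2567, adjusted p = 0.0647). MYC2, the transcription factor that turns on JA responses, stood in Gh_A09G2341 at 1.19, 1.25 and 1.17 FPKM and at 0.536, 0.471 and 0.316 FPKM (log2 fold change −0.86, adjusted p = 0.0624). TOPLESS, a co-repressor recruited to JAZ proteins, had log2 fold changes of −0.66 in Gh_A08G1965 (adjusted p = 0.176) and −1.11 in Gh_A05G1044 (adjusted p = 0.158).
CUL1, a scaffold of the ubiquitin ligase that marks JAZ proteins for breakdown, stood in Gh_D01G2280 at 2.78, 2.49 and 2.98 FPKM and at 4.83, 3.99 and 4.68 FPKM (log2 fold change 0.62, adjusted p = 0.0516). JMT turns JA into its methyl ester. The genes that Table 2 lists under it had log2 fold changes of −0.99 in Gh_A10G0863 (adjusted p = 0.0966), −1.52 in Gh_A12G0585 (adjusted p = 0.150) and −1.26 in Gh_A12G0584 (adjusted p = 0.235). In the deposited table, Gh_A10G0863 and Gh_A12G0585 match AT4G36470 and Gh_A12G0584 matches AT3G11480, both methyltransferases other than the JMT locus.
JAZ1 Gh_D08G2564 did not pass without DMSO replicate 3 (adjusted p = 0.0972) or AZD replicates 1 (0.0932), 2 (0.108) and 3 (0.101). CUL1 passed with a mean FPKM of at least 1 (adjusted p = 0.0445), after median-of-ratios rescaling (0.0463) and after quantile normalization (0.0362), MYC2 without limma's trend (0.0349), and the JMT genes Gh_A12G0585 (0.0429) and Gh_A12G0584 (0.015) without DMSO replicate 1.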

In *Arabidopsis*, the expression profiles of representative JA related genes were also altered under TOR suppression by AZD^11^. These results indicate the potential interaction between JA and TOR in cotton. The precise molecular mechanism that mediates their crosstalk remains to be elucidated. In *Arabidopsis*, TOR inhibition can be partially rescued by a mutation in *ABI4 (ABA Insensitive 4)*, which encodes an ABA-regulated AP2 domain transcription factor^9^. In cotton, there were two putative homologs of ABI4 (CotAD_22351 and CotAD_43460) whose protein sequences show a relatively low identity (46% and 47%) with that of *Arabidopsis*. 

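ABI4 is a transcription factor of the ABA and sugar responses. In the deposited table 2 genes match its Arabidopsis locus, AT2G40220. Gh_D10G2404 stood at 0.424, 0.732 and 0.819 FPKM in the libraries labelled DMSO and at 0.0696, 0.151 and 0.136 FPKM in those labelled AZD. Gh_A10G2156 stood at 0.141, 0.366 and 0.145 FPKM in the libraries labelled DMSO and was listed at 0 in the 3 labelled AZD. Both lie below a mean of 0.5 FPKM and were not tested. The match rests on the deposited table alone and was not compared with the sequences the paper searched with.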

In the DEGs of our cotton RNA-seq data, we didn’t find these two putative homologs, potentially either due to the loss of the evolutionary functional conservation for these genes or they do not represent the true orthologs. Besides, the transcript levels of the other key node genes of ABA signaling pathway were changed in cotton for instance PYL (PYRABACTIN resistance 1-like), ABF (Abscisic acid responsive elements-binding factor) and PP2C (Type 2C protein phosphatases) family protein (Supplementary Table S3). 

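PYL proteins are ABA receptors, and of the 7 genes of this family in Supplementary Table S3, 5 were lower in the libraries labelled AZD and none was higher (7 lower when adjusted over the family alone). Counts adjusted over a family alone are not independent evidence, since the study chose the genes on these libraries. Gh_D10G2388, which matches PYL5, stood at 16.6, 13.4 and 17.2 FPKM in the libraries labelled DMSO and at 3.65, 3.79 and 6.70 FPKM in those labelled AZD (log2 fold change −1.68, standard error 0.24, adjusted p = 0.0221). Gh_A06G1418 (−1.77), Gh_A03G0015 (−1.69), Gh_D05G2920 (−1.42) and Gh_A10G2142 (−1.28) were also lower, and Gh_D03G1860 (−1.09, adjusted p = 0.0929) did not pass. The ABF transcription factors, which bind ABA-responsive elements, did not pass in any of 3 genes (limma, 3 at an unadjusted p under 0.05). They had log2 fold changes of −1.19 (Gh_D02G2079, adjusted p = 0.0671), −0.69 (Gh_A03G1664, adjusted p = 0.137) and 0.99 (Gh_A05G2234, adjusted p = 0.134).
PP2C phosphatases block ABA signalling until a receptor holds them, and 6 of 10 genes were lower and none higher (1 higher and 8 lower when adjusted over the family alone). Gh_D02G1853 went from 4.34, 3.03 and 3.72 FPKM to 1.41, 1.36 and 1.58 FPKM (log2 fold change −1.10, standard error 0.16, adjusted p = 0.0219). Gh_D05G0451 (−1.99), Gh_A10G1864 (−1.49), Gh_A11G2459 (−1.42), Gh_D11G2776 (−1.06) and Gh_A12G2276 (−0.96) were lower too, while Gh_A04G0660 (−1.36), Gh_D02G0601 (−0.81), Gh_D05G0614 (−0.74) and Gh_A13G1741, a copy of ABI1 (1.48), did not pass. CYP707A, which inactivates ABA by hydroxylation, was lower in 3 of 4 genes (4 when adjusted over the family alone). In Gh_A08G1344 it went from 10.5, 8.83 and 7.95 FPKM to 1.36, 1.48 and 2.58 FPKM (log2 fold change −2.09, standard error 0.22, adjusted p = 0.0106), Gh_D08G1639 had −1.94 (adjusted p = 0.0168), and Gh_A03G1667, with −2.37 (adjusted p = 0.0812), did not pass. The ABI5 binding protein Gh_D09G0083 was lower (log2 fold change −0.97, adjusted p = 0.0440).
Without 1 library, Gh_A08G1344 failed without AZD replicate 1 (adjusted p = 0.0545) or 2 (0.0543). Gh_D10G2388 and Gh_D08G1639 failed without DMSO replicate 3 or AZD replicates 1 and 2 (0.0500 to 0.0987), Gh_A06G1418 without AZD replicates 1, 2 and 3 (0.0718 to 0.109), and Gh_A03G0015, Gh_A12G2276 and Gh_D02G1853 without these 3 or DMSO replicate 3 (0.0709 to 0.126). Gh_D05G2920 failed in all cases but DMSO replicate 1 and AZD replicate 3 (0.0545 to 0.103), Gh_A10G2142, Gh_A11G2459, Gh_D11G2776 and Gh_D09G0083 in all but DMSO replicate 1 (0.0532 to 0.146), Gh_D05G0451 in all but DMSO replicate 2 (0.0549 to 0.144) and Gh_A10G1864 in all 6 (0.0537 to 0.139). Without DMSO replicate 1 Gh_A03G1667 (0.00929) and Gh_A04G0660 (0.0276) were lower and Gh_A05G2234 (0.0489) was higher.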

Repression of ABA signaling is a potential mechanism to enhance JA signaling indirectly.

Interestingly, AZD treatment mimics the growth defects generated by MeJA treatment in cotton seedlings. Importantly, the endogenous levels of JA were significantly increased when cotton seedlings were subjected to AZD, along with the transcriptional changes of JA biosynthetic and responsive genes in both cotton and *Arabidopsis*. 

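ACX1, acyl-CoA oxidase 1, shortens the JA precursor in the peroxisome, and 4 of its copies are in Table 2. Gh_A11G2972 was lower in the libraries labelled AZD, at 24.1, 24.0 and 23.3 FPKM in those labelled DMSO and 11.6, 10.7 and 12.4 FPKM in those labelled AZD (log2 fold change −1.01, standard error 0.11, adjusted p = 0.0121). Gh_D11G0264 was lower too, at 17.0, 24.2 and 19.5 FPKM against 6.78, 6.45 and 9.18 FPKM (log2 fold change −1.38, standard error 0.19, adjusted p = 0.0209). The copies Gh_A12G1964 and Gh_D12G2143 did not pass, at 14.4, 24.4 and 18.3 FPKM against 10.7, 10.2 and 10.5 FPKM (log2 fold change −0.80, adjusted p = 0.0744) and at 21.8, 42.7 and 32.9 FPKM against 17.5, 17.1 and 15.7 FPKM (log2 fold change −0.88, adjusted p = 0.0962).
Outside Table 2, the AOS copy Gh_A03G2119 was higher in the libraries labelled AZD, at 3.48 ± 1.32 FPKM (SD, n = 3) against 11.1 ± 0.729 FPKM (log2 fold change 1.60, standard error 0.26, adjusted p = 0.0285), as was the OPR3 copy Gh_A05G3948, at 3.22 ± 0.649 FPKM (SD, n = 3) against 6.11 ± 0.478 FPKM (log2 fold change 0.84, standard error 0.16, adjusted p = 0.0442). Both were named after their values were seen.
ACX1 Gh_A11G2972 did not pass without AZD replicate 1 (adjusted p = 0.0738), 2 (0.0636) or 3 (0.0518), and Gh_D11G0264 not without DMSO replicate 3 (0.0656) or AZD replicates 1 (0.102) and 2 (0.0903), while Gh_A12G1964 and Gh_D12G2143 passed without DMSO replicate 1 (adjusted p = 0.0248 and 0.0179). AOS Gh_A03G2119 did not pass without AZD replicate 1 (0.121), 2 (0.109) or 3 (0.0948), and OPR3 Gh_A05G3948 passed only without DMSO replicate 1 (0.0342, against 0.0785 to 0.170).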

TOR inhibition not only altered the expression levels of JA-responsive genes, but also influenced the expression of genes involved in JA biosynthesis. These results suggest important functions for broader crosstalk between JA and TOR pathways in cotton. To test this hypothesis, we performed the pharmacological analysis in cotton by combining AZD with MeJA, and stronger inhibitory effects were observed than that of single drug treatment (Fig. 2). Furthermore, using a statistical analysis software^10^,^37^, we found the growth-inhibition and gene-expression effects of these treatments acted synergistically when *Arabidopsis* were subjected to the combined treatment of RAP + MeJA or AZD + MeJA. These independent lines of evidences strongly suggest the possibility of the interaction between JA and TOR signaling. To further confirm these results, using genetic approaches, mutants deficient in crucial steps of JA synthesis and perception including *jar1, coi1-2, jaz10* and *myc2-2* were employed to examine TOR signaling. Our results also show that the loss of function mutant *jar1, coi1-2* and *myc2-2* was insensitive to AZD, whereas *jaz10* and *COI1* overexpression result in a phenotype, which was a complete opposite to that of the other mutants (Fig. 6). The JAZ protein, which belongs to a subfamily of the TIFY family, is a transcriptional repressor of JA^17^,^18^,^19^. When plants respond to JA, JAZ protein is ubiquitinated and subsequently degraded by the 26 S proteasome. Because the understanding of the plant-specific TIFY family in cotton is limited, we identified 21 putative *TIFY* genes in cotton, analyzed their sequences (Supplementary Figure 4A), and investigated their functions in the model plant *Arabidopsis* (Fig. 7). The results from these studies show that overexpression of the *TIFY* genes could partially compensate the growth inhibition caused by TOR inhibitors, and TOR inhibition could also induce the degradation of the TIFY protein. These results suggest that genetic disruptions of JA signaling reduce the effects of TOR inhibition by using the *coi1-2, jar1*, and *myc2-2* mutants and strong expression of putative JAZ repressors from cotton, while potentiating JA signaling through over-expression of *COI1* and using *jaz10* mutant enhances the growth retarding effects of TOR inhibition.

Based on the findings of the present study, we propose a working model for the interaction between TOR and JA signaling pathways in plants (Supplementary Figure 5). Since TOR signaling pathway plays a key role in plant growth and development, suppression of TOR creates a stress for plants. As JA is an important regulator of plant stress response, TOR inhibition triggers plant stress response by promoting JA biosynthesis and activation of JA signaling. When TOR was inhibited, JA biosynthesis renders JAZ degradation. The genetic evidences presented in this study provide crucial insights into the cross-talk between TOR and JA signaling pathways at multiple levels including JAR1, COI1, MYC2 and JAZ.

## Methods

### Materials and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as the wild-type plants in this study. The transgenic *Arabidopsis* BP12-2 was generated in a previous study^7^. The *Arabidopsis* mutant lines *jar1, coi1-2, myc2-2* and *jaz10* were kindly provided by Dr. Chuanyou Li of the Institute of Genetics and Developmental Biology, Chinese Academy of Sciences. *Arabidopsis* seeds were surface-sterilized with 70% ethanol for 3 min; followed by 10% bleach containing 0.3% Tween-20 for 10 min; and then rinsed by sterile water for three times. The sterilized seeds were suspended in 0.1% sterile agrose and kept at 4 °C for two days, and then germinated on 1/2 MS (Murashige and skoog) medium plates supplemented with reagents as indicated in Figures. All *Arabidopsis* were grown at 22 °C under long-light conditions (16 h light/8 h dark). Wild-type *G. hirsutum* (CCRI24) is used in this study. Cotton seeds were surface-sterilized with 0.1% mercuric chloride for 5 min, rinsed with sterile water. The sterilized seeds were sown in MS medium containing different solutions and 1% agar, and grown in a growth chamber at 25 °C under 16 h light/8 h dark condition. Plant growth showed no difference between MS and MS + DMSO medium, and all drugs were dissolved in DMSO, MS + DMSO medium was set as a control in this study.

### Combination index (CI) value measurement

Combination index (CI) values were used to quantitatively measure the interaction between MeJA and TOR inhibitors^10^. The degree of reagent interaction is based on synergism (CI < 1), additive effect (CI = 1), or antagonism (CI > 1)^37^. 6-day-old BP12-2 seedlings were incubated in 48-well plates containing 1/2 MS liquid medium supplemented with DMSO (as a control), different concentrations of MeJA and RAP, or a combination of MeJA + RAP for 4 d in a growth chamber with a light intensity of 100 μmol/m^2^s at 22 °C. Fresh weight of 6- and 10-day-old seedlings in every well was measured to calculate growth inhibition. Experiments were repeated three times. Percentage of growth value was calculated by using the fresh weight of 6-day-old seedlings (W6), DMSO-treated control plants (C), and drug-treated plants (D) as follows: [(D-W6)/(C-W6)] × 100. The 50% growth inhibitory dose (GI50) and CI values were calculated using the CompuSyn software program^38^. Fa (Affected fraction) represented the fraction of plants’ fresh weight affected by the reagent. The values of Fa indicated a growth inhibition value and were calculated according to the software instructions as follows: [(100-%growth value)/100].

### Genome-wide identification of *G. hirsutum* TOR signaling pathway components, *FKBP12* and *TIFY* family

*Arabidopsis* TOR and FKBP12 protein sequences were used as quests searching for cotton homologs in the cotton genome database (http://cgp.genomics.org.cn/)^25^. Sequences of humans and *Arabidopsis* TOR signaling pathways components were used to identify cotton homologs in the same database. The 21 *G. hirsutum TIFY* genes were identified by aligning the TIFY domain sequences with the cotton genome (http://cgp.genomics.org.cn/). E-value (1e–10) was set to obtain the final TIFY proteins. Phylogenetic tree was constructed by MEGA4.0 using the neighbor-joining method^39^,^40^. Motif analysis was performed using MEME (http://meme.sdsc.edu/meme)^41^.

### Plasmid constructions and generation of transgenic plants

Full-length CDS were amplified by PCR using the TransStar Taq Polymerase Mix kit (TRANSGEN) following the manufacturer’s instructions. The list of primers is shown in Supplementary Table 6. The recombinant plasmids were generated as described previously^7^. The transgenic lines were generated by *Agrobacterium*-mediated transformation using the floral dip method^42^. Transgenic plants seeds were germinated on 1/2 MS medium containing 50 mg/L kanamycin and confirmed by PCR analysis. The T3 homozygous plants were used in the experiments.

### Quantitative real-time PCR

Total RNA was isolated from cotton or *Arabidopsis* seedlings as indicated in Figures using the RNAprep Pure Plant kit (TIANGEN). PrimeScript RT reagent kit (TAKARA) was used to generate first-strand cDNA products. The CFX96 real-time PCR system (BIO-RAD) was used to measure relative transcript expression levels by using an SYBR Premix Ex Taq II (TAKARA) kit. Primers used for QRT-PCR were listed in Supplementary Table 6. Expression levels of target genes were normalized to *AtACTIN2* and *GhHISTONE3* in *Arabidopsis* and cotton, respectively. The relative quantitative method (2^−ΔΔCT^) was used to calculate the quantitative variation^43^. The data were expressed as the mean ± SD of three independent experiments. At least 5–10 plants of every treatment were sampled for each independent biological replicate.

### GUS staining and GUS activity quantification

X-Gluc was used in GUS staining following a previously reported procedure^44^. Images of the representative lines were captured using a stereomicroscope (OLYMPUS MVX10). A MarkerGene™ β-glucuronidase (GUS) reporter gene activity detection kit (Marker Gene Technologies) was used to quantify GUS activity. The Bradford assay was used for total protein quantification^45^. Three biological experiments, each consisting of 30 plants per treatment were measured.

### JA content measurements

Two-week-old *Arabidopsis* or six-day-old cotton seedlings were transferred to 1/2 MS medium containing DMSO or various TOR inhibitors for 48 hours. Each treated *Arabidopsis* or cotton seedling was harvested for measurements of JA contents. JA was extracted following the exact extraction procedure^46^. JA extraction was quantified by GC-MS (Gas Chromatography-Mass Spectrometer) methods as previously reported^47^. Three biological experiments, each consisting of 10 plants per treatment were measured. JA was quantified once for the pool of 10 plants.

### Transcriptome analysis

4-d-old cotton seedlings were transferred into MS medium containing DMSO and 5 μΜ AZD for 24 h, respectively. Total RNA was isolated as described above. Three biological repeats were employed to transcriptome analysis. Sequencing libraries were generated by NEB Next Ultra™ Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s recommendations. An Illumina Hiseq 4000 platform was used to sequence these libraries, and 100 bp paired-end reads were generated. TopHat2 was used to map these reads to the *G. hirsutum* transcripts with the help of genome annotation^48^,^49^. The mapped reads were assembled by Cufflinks^50^. Differentially expressed genes (DEGs) were identified using Cuffdiff^51^. To investigate the DEGs between the control and treated libraries, fold change of each gene was calculated as the ratio of read counts in the treated libraries to the read counts in the control library followed by transformation of log2. Genes with a P-value ≤ 0.8 and a |log_2_Ratio| value ≥ 1 were identified as significant differentially expressed genes. KOBAS software was used to test the enrichment of DEGs in KEGG pathways^52^,^53^. KEGG enrichment analysis was obtained with a P-value of < 0.05.

### Statistical analysis

SPSS 20.0 software (IBM, Armonk, NY, USA) was used to perform all statistical analysis of data. The data represent the mean ± SD of n = 3 independent experiments. ANOVA analysis and a Tukey-Kramer multiple comparison test was used for data analysis. P < 0.05 was considered as statistically significant.

## Additional Information

**How to cite this article:** Song, Y. *et al*. The crosstalk between Target of Rapamycin (TOR) and Jasmonic Acid (JA) signaling existing in *Arabidopsis* and cotton. *Sci. Rep.* **7**, 45830; doi: 10.1038/srep45830 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
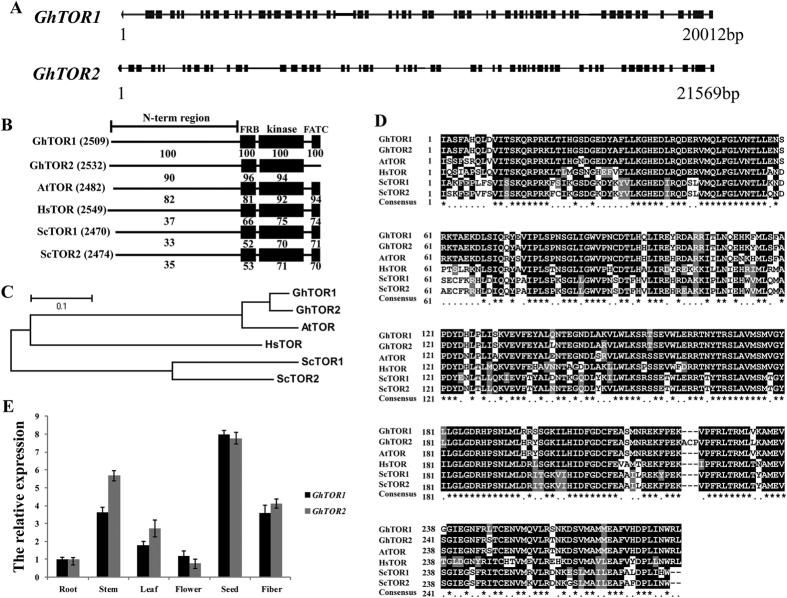
Structures, sequences, and expression analysis of *GhTOR* genes. (**A**) Structure of *GhTOR* genes. Lines represent introns and the solid black rectangles signify exons. (**B**) Comparison of cotton TOR protein sequences with that from other organisms. Each value indicates the percentage of identity with the corresponding domain sequences of GhTOR1. The number in brackets represents the number of amino acids. (**C**) Phylogenetic relationship between the cotton TOR proteins and homologs from other organisms. The phylogenetic tree was generated with MEGA4.0 using the neighbor-joining methods. (**D**) Comparison of amino acid sequences of the kinase domains of cotton TOR proteins with that from other representative organisms. (**E**) Expression levels of two *GhTOR* genes in various cotton tissues. Error bars represent ± SD for three independent experiments. Gh, *Gossypium hirsutum*; At, *Arabidopsis thaliana*; Hs, *Homo sapiens*; Sc, *Saccharomyces cerevisiae*.

**Figure 2:**
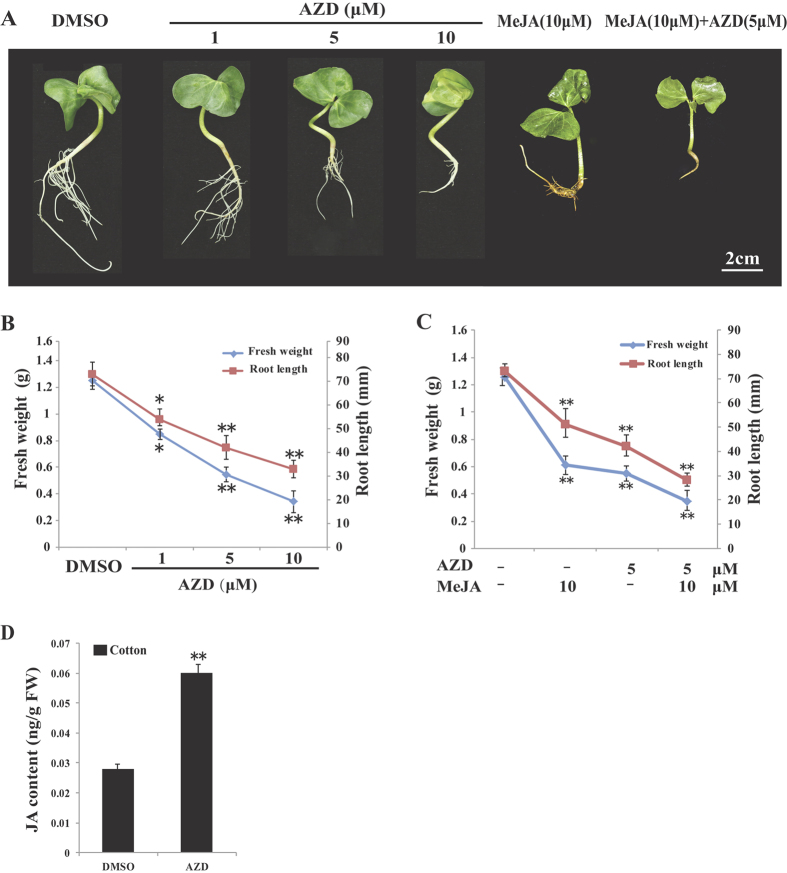
Effect of MeJA and AZD on cotton seedling growth. (**A**) Cotton seedlings with the treatment of DMSO, different concentrations of AZD, MeJA and combination of MeJA and AZD for ten days. Scale bar = 2 cm. (**B**) Fresh weight and root length of cotton seedlings grown on 1/2 MS medium containing DMSO and different concentrations of AZD. (**C**) Fresh weight and root length of cotton seedlings grown on 1/2 MS medium containing DMSO, AZD, MeJA and the combination of AZD and MeJA. Each graph in (**B**) and (**C**) represents the average of 10 seedlings that were conducted in triplicate. Error bars in (**B**) and (**C**) represent ± SD (n = 3). Asterisks indicate significant differences in root length or fresh weight between DMSO and indicated treatments at *p < 0.05 and **p < 0.01 (Student’s t-test). (**D**) JA contents in cotton seedlings exposed to DMSO and 5 μM AZD. Error bars represent ± SD (n = 3). Each independent experiment contains 10 plants per treatment. JA is quantified once for the pool of 10 plants. Asterisks indicate significant differences in JA content between DMSO and AZD treatment at **p < 0.01 (Student’s t-test). MS: Murashige & Skoog.

**Figure 3:**
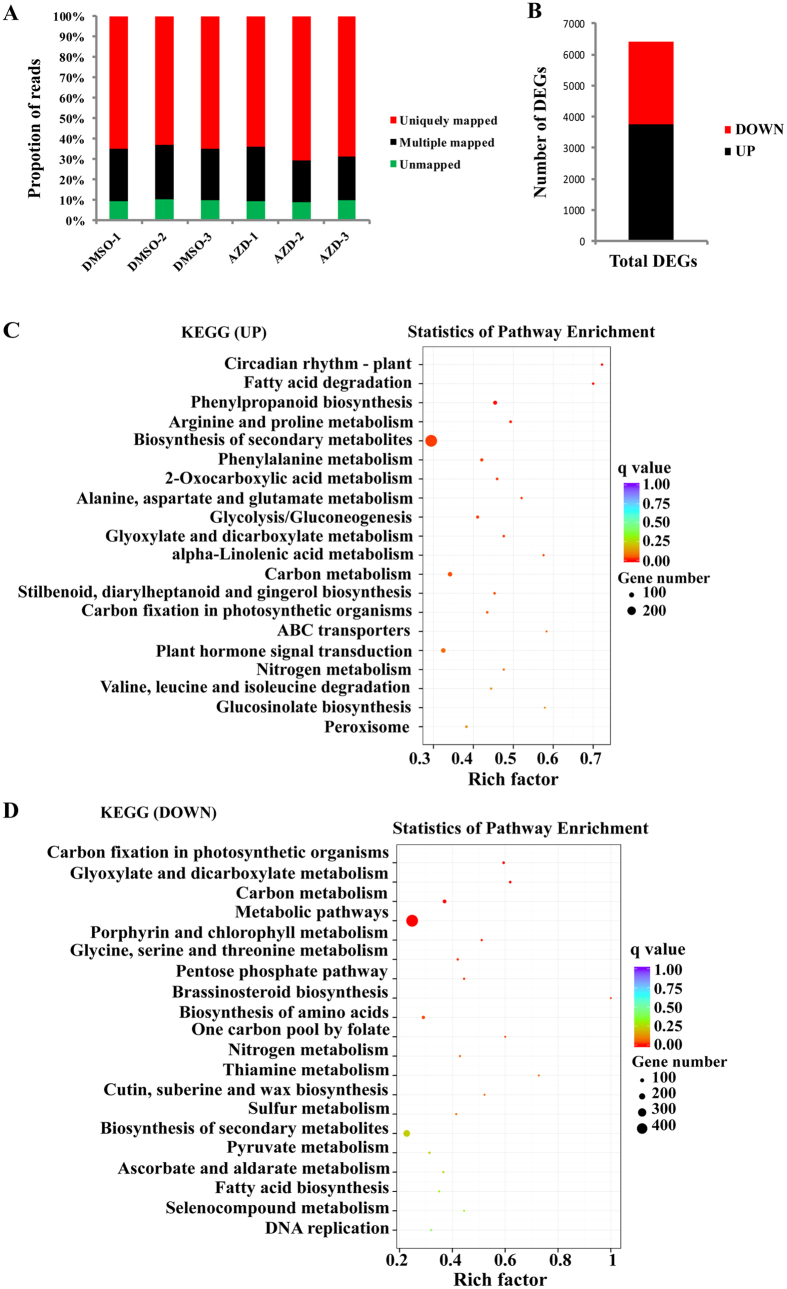
RNA-Seq analysis of the *G.hirsutum* seedlings exposed to AZD. (**A**) Proportions of clean reads of unmapped, mapped to unique genes and mapped to multiple genes, which were plotted by three replicates of DMSO and three replicates of AZD on the horizontal axis. (**B**) Number of up-regulated and down-regulated DEGs. (**C**) Significantly enriched KEGG pathway for up-regulated DEGs. (**D**) Significantly enriched KEGG pathway for down-regulated DEGs. The pathways in (**B**) and (**C**) were ranked by their significance. DEGs: Differentially Expressed Genes. KEGG: Kyoto Encyclopedia of Genes and Genomes.

**Figure 4:**
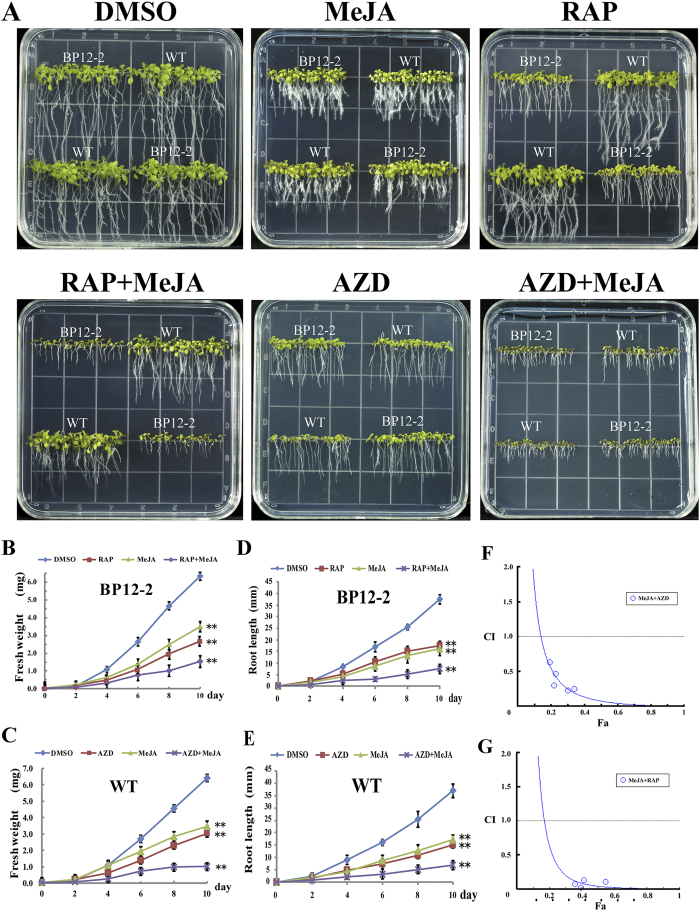
TOR inhibitors and MeJA synergistically inhibit the growth of *Arabidopsis* seedlings. (**A**) Phenotypes of 10-day-old WT and BP12-2 seedlings exposed to DMSO, 10 μM MeJA, 0.35 μM RAP, 1 μM AZD and the combination of MeJA + RAP or MeJA + AZD. Fresh weight (**B**) and root length (**D**) of BP12-2 seedlings treated with DMSO, 0.35 μM RAP, 10 μM MeJA and the combination of MeJA + RAP. Fresh weight (**C**) and root length (**E**) of WT seedlings treated with DMSO, 1 μM AZD, 10 μM MeJA and the combination of MeJA + AZD. Each graph in (**B**–**E**) represents the average of 10 seedlings that were conducted in triplicate. Error bars represent ± SD (n = 3). Asterisks indicate significant differences in root length or fresh weight between DMSO and indicated treatments at **p < 0.01 (Student’s t-test). (**F**–**G**) Fa-CI curve shows synergism (CI < 1) between MeJA and TOR inhibitors.

**Figure 5:**
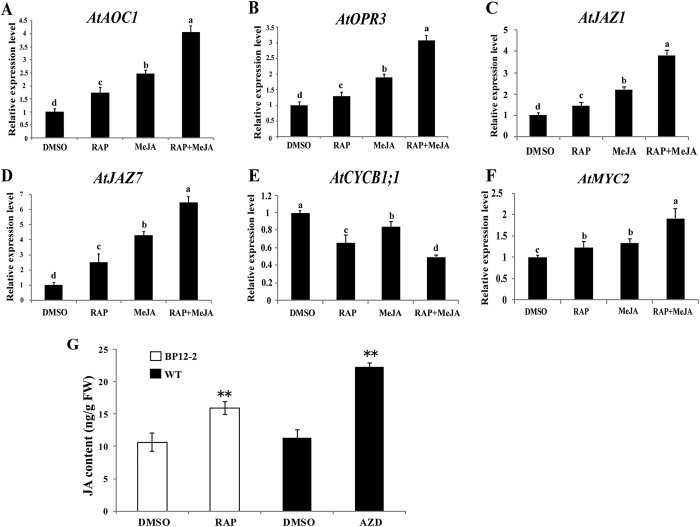
TOR inhibition influences JA biosynthesis and response in plants. 6-day-old BP12-2 seedlings were treated with DMSO, 0.35 μM RAP, 10 μM MeJA and the combination of MeJA + RAP for 24 h. Relative expression levels of JA biosynthetic genes *AtAOC1* (**A**) and *AtOPR3* (**B**), and JA responsive genes *AtJAZ1* (**C**), *AtJAZ7* (**D**), *AtCYCB1;1* (**E**) and *AtMYC2* (**F**) were examined. The expression levels of these genes in DMSO were set to 1. (**G**) JA contents in BP12-2 and WT seedlings exposed to TOR inhibitors. Each independent experiment contains 10 plants per treatment. JA is quantified once for the pool of 10 plants. Error bars represent ± SD (n = 3). Three biological replicates were analyzed with similar results. Asterisks (**p < 0.01) and different letters indicate significant differences from the control.

**Figure 6:**
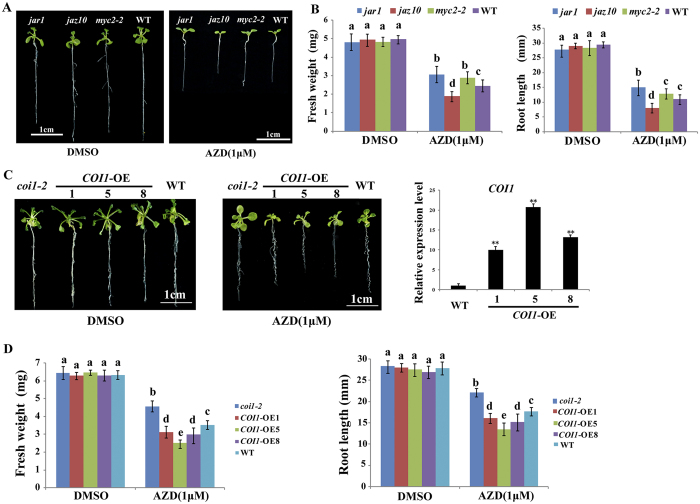
Effect of AZD on JA synthesis and transduction deficient mutants. (**A**) Phenotypes of *jar1, jaz10* and *myc2-2* exposed to DMSO and 1 μM AZD for ten days. Scale bar = 1 cm. (**B**) Fresh weight and root length of *jar1, jaz10* and *myc2-2* seedlings in (**A**). (**C**) The phenotypes of *coi1-2* mutants and *COI1*-overexpression seedlings grown on 1/2 MS medium containing DMSO and 1 μM AZD for 10 d. Scale bar = 1 cm. The relative expression levels of *COI1* in WT and transgenic lines were analyzed by QRT-PCR. Asterisks indicate significant differences in *COI1* expression levels between WT and transgenic lines at **p < 0.01 (Student’s t-test). (**D**) Root length and fresh weight of *coi1-2* mutants and *COI1*-overexpression seedlings in (**C**). Each graph in (**B**) and (**D**) represents the average of 10 seedlings that were conducted in triplicate. Error bars represent ± SD (n = 3). Different letters indicate significant differences from the control. MS: Murashige & Skoog.

**Figure 7:**
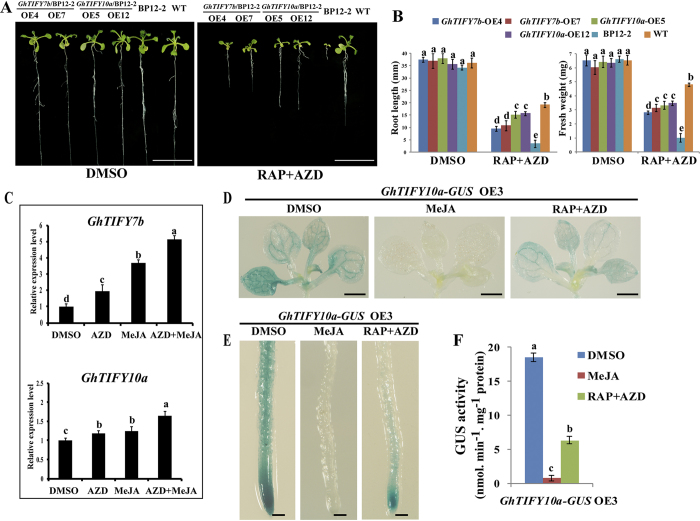
Effect of TOR inhibitors on *GhTIFY* overexpression lines and GhTIFY protein degradation. (**A**) *GhTIFY* overexpression lines were partially insensitive to TOR inhibitors. *GhTIFY7b* and *GhTIFY10a* overexpression transgenic lines were in *Arabidopsis* BP12-2 background and exposed to DMSO and 0.35 μM RAP + 1 μM AZD for ten days. Scale bar = 1 cm. (**B**) Root length and fresh weights of *GhTIFY* overexpression lines in (**A**). Each graph represents the average of 10 seedlings that were conducted in triplicate. (**C**) Analysis of *GhTIFY7b* and *GhTIFY10a* expression levels in cotton seedlings exposed to DMSO, 5 μM AZD, 10 μM MeJA and the combination of AZD + MeJA. The expression levels of these genes in DMSO were set to 1. (**D**,**E**) *35S*-*GhTIFY10a-GUS* OE3 overexpression transgenic lines were treated with DMSO, MeJA (10 μM), or RAP (0.35 μM) + AZD (1 μM) for 48 h. The leaves (**D**) and roots (**E**) were used to perform the GUS staining assays. (**F**) GUS activity quantification of *35S*-*GhTIFY10a-GUS* OE3. In (**C**) and (**F**), Error bars represent ± SD (n = 3). Different letters indicate different significant differences from the control.

**Table 1:** The putative components of TOR signaling pathway in cotton.

Protein name	Mammals	Yeast	*Arabidopsis*	*G. hirsutum*
SIN1	√	√		
RICTOR	√	√		
PI3Kα	√	√		
PI3Kβ	√	√		
PI3Kγ	√	√		
TSC1	√			
TSC2	√			
IRS	√			
SGK1	√	√		
Akt	√	√		
4EBP1	√	√	√	
AMPK	√	√	√	√
LKB1	√	√	√	√
mLST8	√	√	√	√
RAPTOR	√	√	√	√
mTOR	√	√	√	√
FKBP12	√	√	√	√
PDK1	√	√	√	√
S6K	√	√	√	√
RPS6	√	√	√	√
α4	√	√	√	√
E2F3	√	√	√	√
ATPBD3	√	√	√	√
TCTP	√	√	√	√

**Table 2:** Representative *G.hirsutum* differentially expressed genes related to JA signaling pathway.

*Arabidopsis* homologs	Gene ID	Log2(Fold change)	P-adjusted	Annotation
AOS	Gh_D06G0089	4.62	5.08E-04	allene oxide synthase
	Gh_D06G0087	2.41	5.08E-04	allene oxide synthase
	Gh_A06G0111	3.82	5.08E-04	allene oxide synthase
OPR3	Gh_D05G0339	1.23634	5.08E-04	oxophytodienoate-reductase 3
LOX	Gh_A08G1863	2.39364	5.08E-04	lipoxygenase 1
	Gh_D13G1129	1.50253	5.08E-04	lipoxygenase 1
	Gh_D08G2224	2.52251	5.08E-04	lipoxygenase 1
	Gh_A13G0888	1.44615	5.08E-04	lipoxygenase 1
ACX1	Gh_A11G2972	1.04194	5.00E-04	acyl-CoA oxidase 1
	Gh_A12G1964	0.861585	1.36E-03	acyl-CoA oxidase 1
	Gh_D11G0264	1.43708	5.08E-04	acyl-CoA oxidase 1
	Gh_D12G2143	0.951985	5.08E-04	acyl-CoA oxidase 1
JMT	Gh_A10G0863	2.33821	1.97E-02	jasmonate O-methyltransferase
	Gh_A12G0585	3.40333	5.80E-03	jasmonate O-methyltransferase
	Gh_A12G0584	2.53434	1.76E-03	jasmonate O-methyltransferase
CUL	Gh_D01G2280	-0.710028	1.16E-02	cullin 1
JAZ	Gh_A12G2441	1.31113	7.53E-03	jasmonate-zim-domain protein 3
	Gh_A06G0705	1.70817	1.93E-02	jasmonate-zim-domain protein 1
	Gh_A08G2199	2.22148	2.73E-02	jasmonate-zim-domain protein 1
	Gh_D08G2564	3.20572	1.88E-02	jasmonate-zim-domain protein 1
	Gh_D12G2567	0.745434	1.03E-02	jasmonate-zim-domain protein 3
TOPLESS	Gh_A08G1965	0.774929	6.36E-03	TOPLESS protein
	Gh_A05G1044	1.60034	5.08E-04	TOPLESS protein
MYC2	Gh_A09G2341	1.44412	4.52E-03	Transcription factor MYC2

# Supplementary material for: The crosstalk between Target of Rapamycin (TOR) and Jasmonic Acid (JA) signaling existing in Arabidopsis and cotton
**Source:** Sci Rep. 2017 Apr 4;7:45830. doi: 10.1038/srep45830
**Supplement:** Supplementary Information

The crosstalk between Target of Rapamycin (TOR) and Jasmonic Acid (JA) signaling existing in *Arabidopsis* and cotton

Yun Song¹⁺, Ge Zhao¹⁺, Xueyan Zhang¹⁺, Linxuan Li², Fangjie Xiong², Fengping Zhuo², Chaojun Zhang¹, Zuoren Yang¹, Raju Datla³, Maozhi Ren^{2*}, Fuguang Li^{1*}

3 National Research Council of Canada, Saskatoon, Canada

⁺ The authors contributed equally to this work.

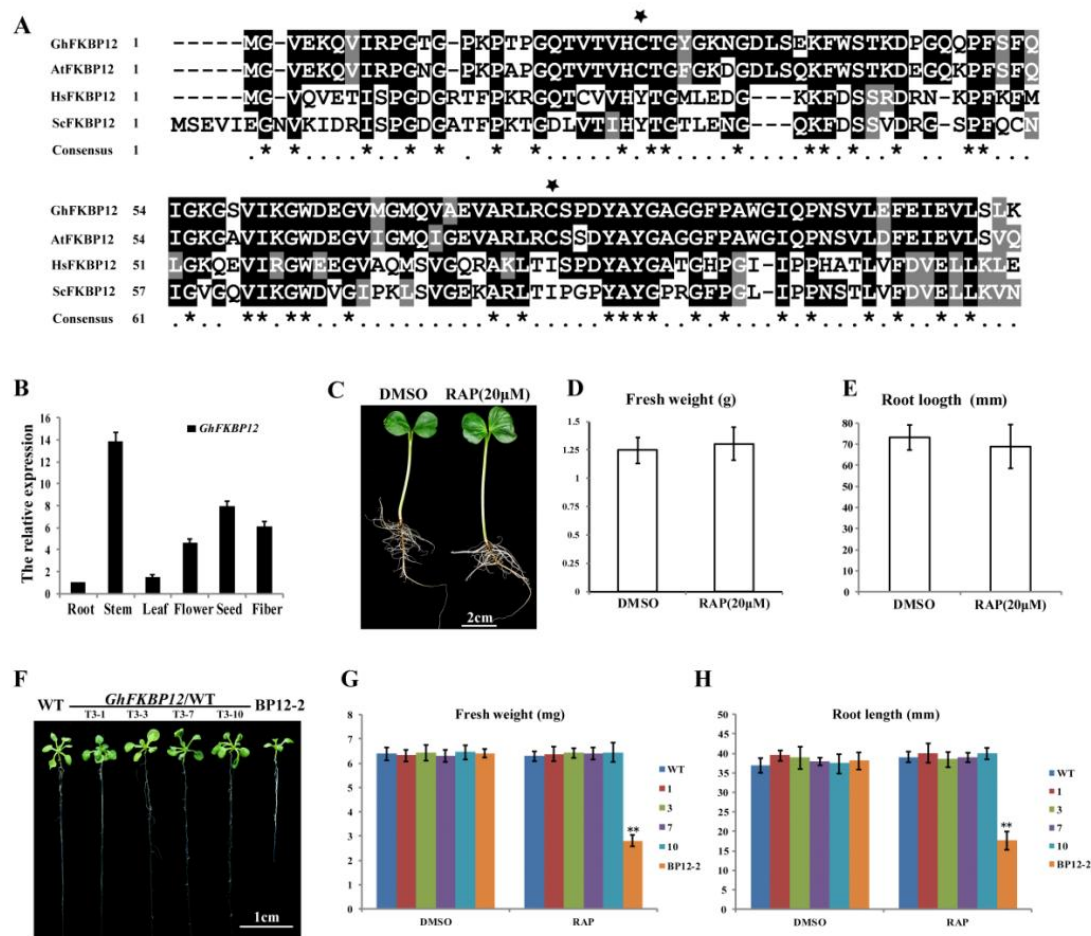

Supplementary Figure S1. Identification and characterization of *GhFKBP12*.

(A) The deduced amino acid sequence of *GhFKBP12* is compared with the sequences of FKBP12 from other representative organisms. Pentagrams above the sequences represent Cys²⁶ and Cys⁸⁰. (B) The expression levels of *GhFKBP12* in the root, stem, leaf, flower, and fiber of cotton seedlings. (C) Rapamycin-insensitive phenotypes of cotton seedlings. Bar=2cm. Fresh weight (D) and Root length (E) of cotton seedlings exposed to RAP. (F) *GhFKBP12* overexpression transgenic *Arabidopsis* lines were insensitive to RAP treatment. Bar=2cm. Fresh weight (G) and Root length (H) of *GhFKBP12* overexpression transgenic *Arabidopsis* lines exposed to RAP. Error bars represent $\pm$ SE (n = 3). Each graph in (D), (E), (G) and (H) represents the average of 10 seedlings that were conducted in triplicate. Asterisks indicate significant differences between DMSO and indicated treatments at $**p < 0.01$ (Student's t-test). Three biological replicates were analyzed with similar results.

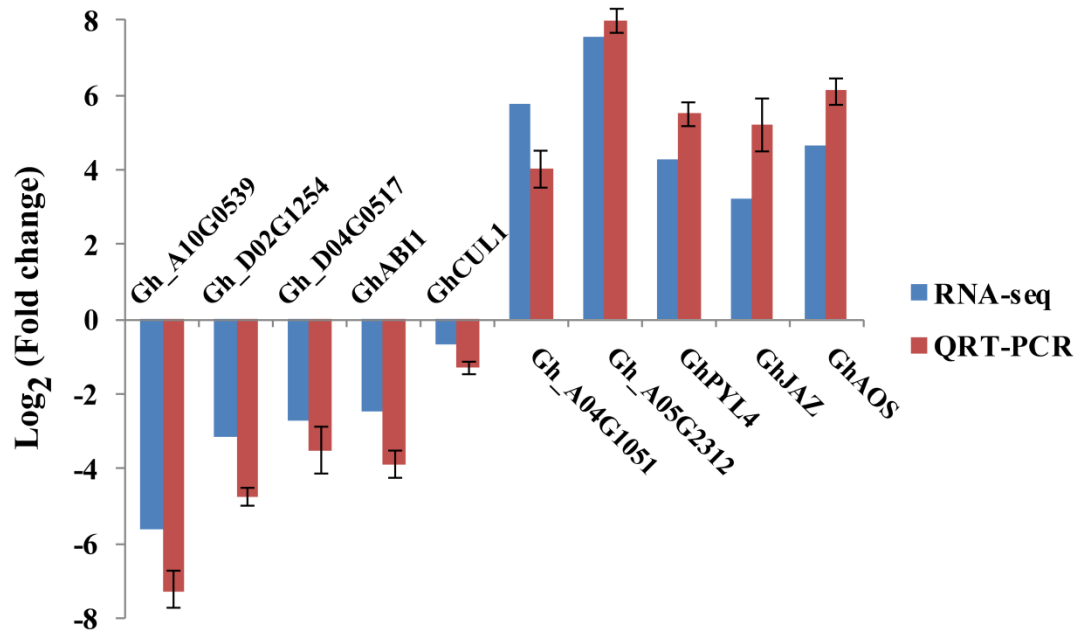

Supplementary Figure S2. Real-time PCR verification of the differentially expressed genes.

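Gh_D04G0517 matches CA1, a carbonic anhydrase of the chloroplast, and stood at 11.8, 1.80 and 0.803 FPKM in DMSO replicates 1, 2 and 3 and at 31.7, 28.0 and 35.1 FPKM in AZD replicates 1, 2 and 3 (log2 fold change 3.26, standard error 0.78, adjusted p = 0.0678). ABI1 (Gh_A13G1741), a PP2C phosphatase, stood at 0.490, 0.255 and 0.334 FPKM in the libraries labelled DMSO and at 2.76, 0.949 and 2.38 FPKM in those labelled AZD (adjusted p = 0.0637). Gh_D06G1764, an ABA receptor that the paper names GhPYL4 and that matches PYL6, stood at 2.22, 0.805 and 3.74 FPKM and at 0.230, 0.122 and 0 FPKM (log2 fold change −2.02, adjusted p = 0.0592). These 3 genes did not pass the test over all 6 libraries.
Gh_D04G1051 matches ST2A, a sulfotransferase that acts on hydroxylated JA, and stood at 34.5, 67.8 and 69.3 FPKM in the libraries labelled DMSO and at 78.0, 77.0 and 64.5 FPKM in those labelled AZD (log2 fold change 0.42, standard error 0.29, adjusted p = 0.447). The gene with the same number on the A subgenome, Gh_A04G1051, is the SAUR gene of Supplementary Table S3. Without DMSO replicate 1 Gh_D04G0517 was higher (adjusted p = 0.00470), and without DMSO replicate 2 Gh_D06G1764 was lower (adjusted p = 0.0298).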

The results confirmed the down-regulation of the mRNA levels of Gh_A10G0539, Gh_D02G1254, Gh_D04G0517, GhABI1 (Gh_A13G1741), and GhCUL1 (Gh_D01G2280), and the up-regulation of the mRNA levels of Gh_D04G1051, Gh_A05G2312, GhPYL4 (Gh_D06G1764), GhJAZ (Gh_D08G2564) and GhAOS (Gh_D06G0089).

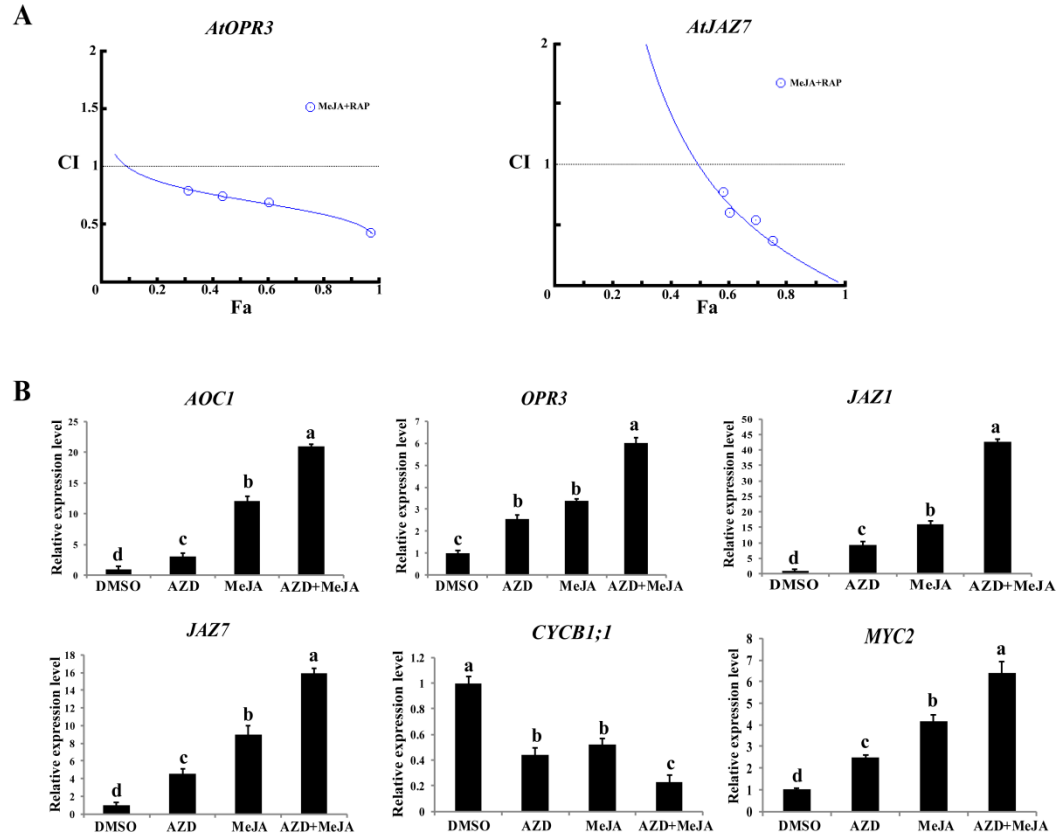

Supplementary Figure S3. AZD influences the expression levels of JA biosynthetic and responsive genes

(A) CI curves of *Arabidopsis* JA biosynthetic and responsive genes in BP12-2 seedlings. BP12-2 seedlings were first germinated on 1/2 MS medium for six days, and then transformed to plates containing DMSO, 10 μ M MeJA, 0.35 μ M RAP, and the combination of MeJA+RAP for 24 h. The expression levels of *AtOPR3* and *AtJAZ7* were analyzed in BP12-2 seedlings by QRT-PCR. The QRT-PCR data was used to obtain the CI curves in the CompuSyn software program. (B) The expression levels of JA biosynthetic and responsive genes in WT seedlings were influenced by MeJA and AZD. Expression levels of *AtAOC1*, *AtOPR3*, *AtJAZ1*, *AtJAZ7*, *AtCYCB1;1*, and *AtMYC2* were examined by QRT-PCR in WT seedlings following DMSO, 1 μ M AZD, 10 μ M MeJA, and 1 μ M AZD+10 μ M MeJA treatments. MS: Murashige & Skoog. Different letters indicate significant differences from the control.

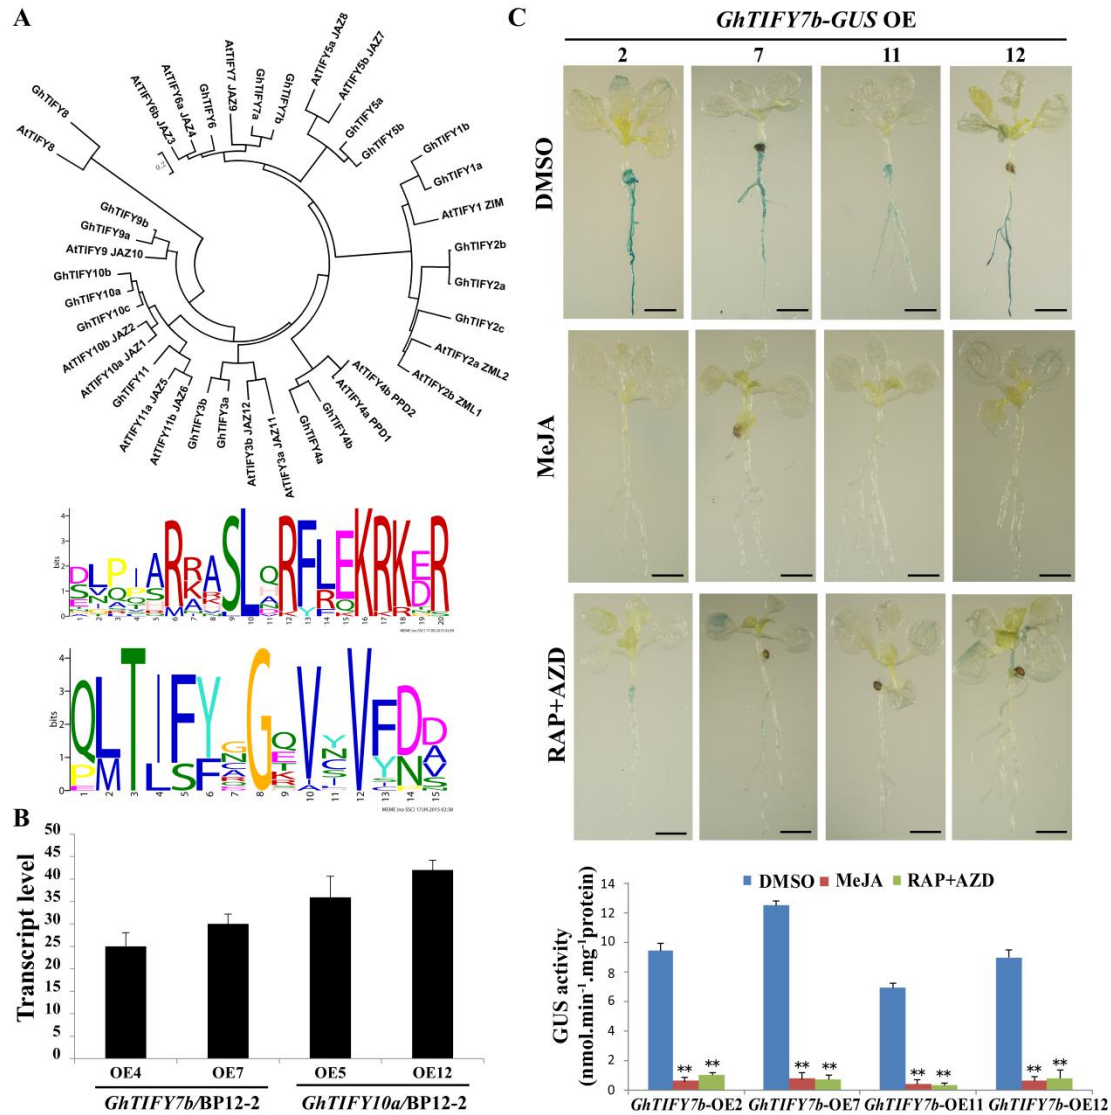

Supplementary Figure S4. TOR inhibition induces the degradation of GhTIFY7b.

(A) Phylogenetic tree construction and motif analysis of *G. hirsutum* TIFY family. 39 TIFY proteins from *G. hirsutum* and *Arabidopsis* were used to construct phylogenetic tree. The unrooted tree was constructed by MEGA4.0 using the neighbor-joining method. Motif analysis of *G. hirsutum* TIFY family was performed by using MEME [<http://meme.sdsc.edu/meme>] (Bailey and Elkan, 1994). (B) QRT-PCR analysis of *GhTIFY7b* and *GhTIFY10a* transcripts from 10-day-old *GhTIFY7b* and *GhTIFY10a* overexpression transgenic lines. (C) *35S-GhTIFY7b-GUS* transgenic lines were exposed to DMSO, MeJA (10 μ M) and the combination of RAP (0.35 μ M) and AZD (1 μ M) for 48 h. GUS activity of these transgenic lines was measured by fluorometric quantification. Error bars indicate $\pm$ SD of triplicates. T-test significant differences compared to that of DMSO (**P < 0.01).

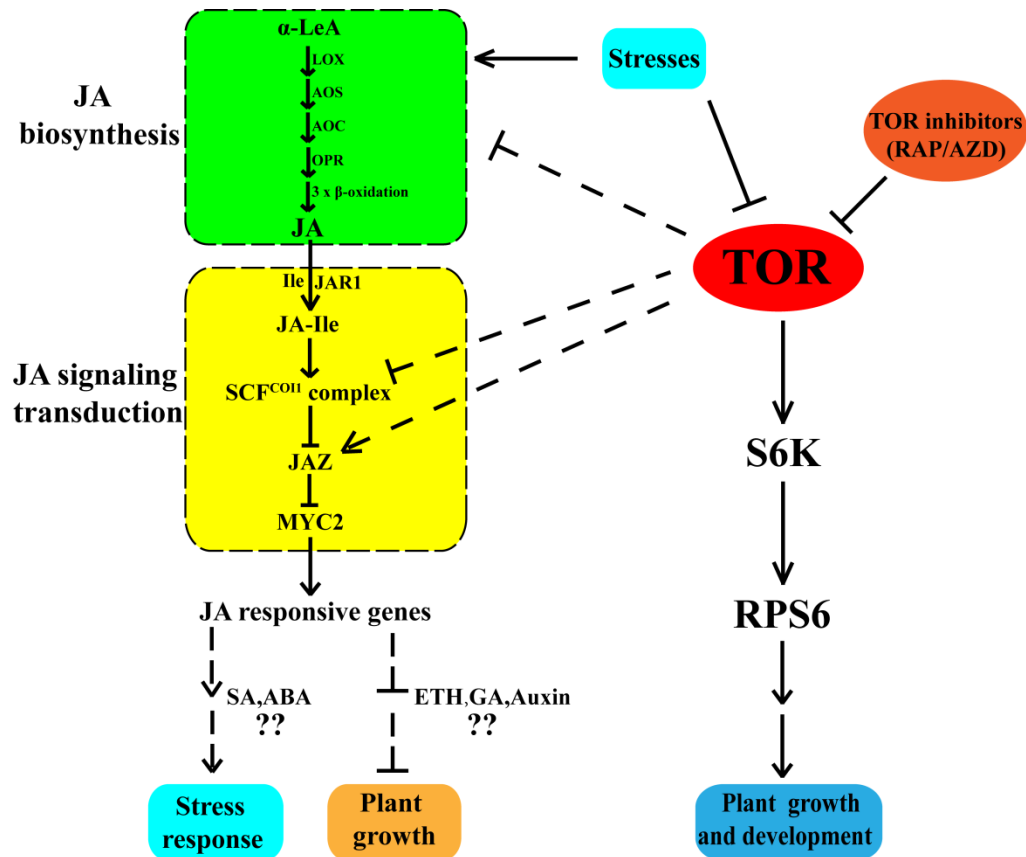

Supplementary Figure S5. The proposed model for the crosstalk between TOR and JA signaling pathway in plants.

TOR suppression represents a stress for plants. JA is an important regulator in plant stress responses. Thus TOR inhibition promotes JA synthesis, further reinforces JA signaling transduction, and finally modulates plant development and stress response. ETH: ethylene; GA: gibberellic acid; SA: salicylic acid; ABA: abscisic acid.

Supplementary Table S1. Cotton key elements of TOR signaling pathway

Protein name	Homo sapiens	Yeast	Arabidopsis	G. hirsutum	Chr location	Identity (%)
Target of rapamycin	mTOR	TOR1	TOR(AT1G50030)	TOR-like1(CotAD_08938)	1	77
		TOR2		TOR-like2(CotAD_50996)	12	78
Regulatory associate protein of TOR	mRAPTOR	KOG1	RAPTOR1(AT3G08850)	RAPTOR-like1(CotAD_14587)	1	73
			RAPTOR2(AT5G01770)	RAPTOR-like2(CotAD_54295)	11	71
				RAPTOR-like3(CotAD_76710)	11	77
				RAPTOR-like4(CotAD_33734)		74
Lethal with sec-13 protein 8	mLST8	LST8	LST8-1(AT3G18140)	LST8-like(CotAD_28305)	2	86
			LST8-2(AT2G22040)			
S6 kinase	mS6K	SCH9	S6K1 (AT3G08730)	S6K-like1(CotAD_27962)	11	67
			S6K2(AT3G08720)	S6K-like2(CotAD_57669)	11	67
				S6K-like3(CotAD_57170)	9	65
				S6K-like4(CotAD_16768)	9	64
				S6K-like5(CotAD_24426)	10	66
				S6K-like6(CotAD_02069)	3	56
Ribosome protein small subunit 6	mRPS6	RPS6A	RPS6A(AT4G31700)	RPS6-like1(CotAD_12177)	13	90
		RPS6B	RPS6B(AT5G01360)	RPS6-like2(CotAD_48139)	12	90
				RPS6-like3(CotAD_69695)	7	90
				RPS6-like4(CotAD_67556)	6	90
				RPS6-like5(CotAD_35661)	3	90
				RPS6-like6(CotAD_62620)	10	90
				RPS6-like7(CotAD_08552)	3	90
				RPS6-like8(CotAD_44061)	8	88
				RPS6-like9(CotAD_67343)	8	85
				RPS6-like10(CotAD_37696)	5	81
AMP activated protein kinase	mAMPK	SNF1	KIN10(AT3G01090)	AMPK-like1(CotAD_57320)	6	85
			KIN11(AT3G29160)	AMPK-like2(CotAD_52889)	6	85
				AMPK-like3(CotAD_24954)	7	84
Peutz-Jeghers syndrome protein	mLKB	LKB	CIPK12(AT4G18700)	LKB-like1(CotAD_22749)	7	79
				LKB-like12(CotAD_25726)	9	78
FK506-binding protein 12	mFKBP12	FPR1	FKBP12(AT5G64350)	FKBP12-like(CotAD_57498)	6	86
Type 2A-phosphatase-associated protein 46 Kd	$\alpha 4$	TAP42	TAP46(AT5G53000)	TAP46-like2(CotAD_08037)	9	74
E2Fa transcription factor	mE2F3	E2F3	E2Fa(AT2G36010)	E2Fa-like1(CotAD_69395)	6	47
				E2Fa-like2(CotAD_44637)	3	47
Translationally controlled tumor protein	mTCTP	TCTP	TCTP(AT3G16640)	TCTP-like1(CotAD_59347)	13	78
				TCTP-like2(CotAD_10920)	7	75
Repressor of LRR-extensin 1	mATPBD3	NCS6P	ROL5(AT2G44270)	ROL5-like1(CotAD_58361)	9	83
Phosphoinositide-dependent protein kinase 1	mPDK1	PDK1	PDK1(AT5G04510)	PDK1-like1(CotAD_19462)	2	82
				PDK1-like2(CotAD_05560)	9	81
				PDK1-like3(CotAD_57445)	9	72
Phosphatase and tensin homologue	mPTEN	PTEN	PTEN(AT5G39400)	PTEN-like(CotAD_10161)	7	71
v-akt murine thymoma viral oncogene homolog	mAKT	AGO	/	/		
Tuberous sclerosis complex 1	mTSC1	/	/	/		
Tuberous sclerosis complex 2	mTSC2	/	/	/		
Insulin receptor substrate	mIRS	/	/	/		
Phosphatidylinositol 3-kinase α	mPI3K α	VPS34	/	/		
Phosphatidylinositol 3-kinase β	mPI3K β	VPS34	/	/		
Phosphatidylinositol 3-kinase γ	mPI3K γ	VPS34	/	/		
Rapamycin-insensitive companion of mTOR	mRICTOR	AVO3	/	/		

Supplementary Table S2. Summary of sequencing data quality.

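The table lists, for each library, the reads as sequenced (raw) and the reads left after trimming for quality (clean), which are the reads the authors mapped. Its last column is the share of G and C among the sequenced bases, which the paper gives as 43.29%, 44.52% and 43.62% for the DMSO libraries and 44.91%, 44.75% and 44.81% for the AZD libraries. In the deposited FPKM, 18823, 19582 and 17646 genes were at 0 in the libraries labelled DMSO 1, 2 and 3, and 19663, 19702 and 19425 in those labelled AZD 1, 2 and 3. At least 1 FPKM was reached by 37292, 36488 and 37855 genes in the libraries labelled DMSO and by 36462, 36585 and 36684 in those labelled AZD.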

Sample name	Raw reads	Clean reads	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
DMSO-1	87648222	84899502	0.01	98.7	96.68	43.29
DMSO-2	83642900	80886794	0.01	98.7	96.68	44.52
DMSO-3	100769042	97549042	0.01	98.68	96.66	43.62
AZD-1	105265384	102555968	0.01	98.28	95.68	44.91
AZD-2	85311302	82552052	0.01	98.48	96.11	44.75
AZD-3	108585606	105774810	0.01	98.31	95.73	44.81

Supplementary Table S3. The auxin- and ABA- related DEGs under TOR inhibition in cotton seedlings.

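SAUR genes are small early auxin-induced genes, and of the 11 in the table 1 was higher and 6 were lower in the libraries labelled AZD (2 and 8 when adjusted over the family alone). Counts adjusted over a family alone are not independent evidence, since the study chose the genes on these libraries. Gh_A04G1051 stood at 76.4, 54.7 and 52.9 FPKM in the libraries labelled DMSO and at 0, 2.96 and 0.489 FPKM in those labelled AZD (log2 fold change −5.67, standard error 0.66, adjusted p = 0.0131). Gh_D10G0502 (log2 fold change −4.34), Gh_D02G2218 (−4.07), Gh_D08G1376 (−2.12) and Gh_D08G1506 (−1.51) were also lower, and Gh_D06G0824 was higher (1.39). The SAUR genes Gh_A12G2619 (−1.83), Gh_D09G0057 (−2.14), Gh_A01G0906 (1.25) and Gh_D09G1378 (2.05) did not pass.
Aux/IAA proteins repress auxin responses, and 2 of the 10 genes listed with them were higher (6 higher and 2 lower when adjusted over the family alone). Gh_A10G1020 rose from 3.71 ± 0.157 FPKM (SD, n = 3) to 8.75 ± 1.91 FPKM (log2 fold change 1.12, adjusted p = 0.0239) and Gh_D05G0138 by a log2 fold change of 1.19 (adjusted p = 0.0375). Not past the test were Gh_D09G2152 (1.83), Gh_D05G3127 (1.32), Gh_D10G1512 (1.27), Gh_D08G0665, Gh_A05G0079 (0.91), Gh_A11G1310 (−0.74), Gh_D05G1269 (−1.04) and Gh_A07G1720 (−1.30). Of the 8 auxin transport genes, Gh_A02G1716, which matches a PIN-like carrier, was lower (log2 fold change −1.24, adjusted p = 0.0448), and Gh_D07G0761 (1.18), Gh_D09G1548 (1.06), Gh_D11G3341 (−0.64), Gh_A11G2745 (−0.72), Gh_A01G1374 (−0.80), Gh_A12G2431 (−0.92) and Gh_D03G0004 (−1.18) did not pass (2 higher and 6 lower when adjusted over the family alone).
GH3 enzymes join auxin to amino acids. Of 8 tested genes, Gh_D11G0514 was lower, from 3.73, 4.09 and 3.76 FPKM to 1.15, 1.46 and 0.864 FPKM (log2 fold change −1.41, adjusted p = 0.0136). The others were Gh_A11G3061 (0.58), which matches JAR1, the enzyme that joins JA to isoleucine, Gh_A01G0546 (−0.53), Gh_D11G1989 (−0.75), Gh_D01G0557 (−0.81), Gh_A11G1993 (−0.86), Gh_D01G0559 (−1.46) and Gh_A01G0547 (−1.52). Gh_A11G2575, Gh_D04G0261 and Gh_D11G2945 were below the expression limit, as was the ARF gene Gh_A06G2038. The other ARF gene, Gh_A08G0656, a transcription factor of auxin responses, had a log2 fold change of −0.90 (adjusted p = 0.0553), and Gh_A12G0043, which matches the auxin-binding protein ABP1, was lower (log2 fold change −0.99, adjusted p = 0.0456).
Gh_D04G1627 and Gh_D10G0502 passed with any 1 library left out. Gh_A04G1051 failed without AZD replicate 3 (adjusted p = 0.0622) and Gh_D11G0514 without DMSO replicate 3 (0.0516) or AZD replicate 1 (0.0719). Gh_D02G2218 passed only without DMSO replicate 1 (0.0299) or 2 (0.0197), and Gh_A10G1020 (0.0299), Gh_D05G0138 (0.0281), Gh_D06G0824 (0.0153) and Gh_A02G1716 (0.0202) only without DMSO replicate 1. Without another library these had adjusted p of 0.0513 to 0.155. Gh_D08G1376, Gh_D08G1506 and Gh_A12G0043 failed without any 1 library (adjusted p = 0.0581 to 0.169). Without DMSO replicate 1 Gh_D09G2152 (0.00731), Gh_D10G1512 (0.0294), Gh_D08G0665 (0.0375) and Gh_A01G0906 (0.0391) were higher, and Gh_A01G0547 (0.00582), Gh_D01G0559 (0.0101), Gh_D05G1269 (0.0286), Gh_D09G0057 (0.0313) and Gh_D03G0004 (0.0459) lower, as Gh_D07G0761 was higher without DMSO replicate 3 (0.0356).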

Gene ID	Log2(Fold change)	P-adjusted	Annotation
**Auxin signal transduction**			
Gh_A01G0906	-1.11509	0.0033	SAUR-like auxin-responsive protein family
Gh_D08G1376	3.00217	0.0056	SAUR-like auxin-responsive protein family
Gh_D02G2218	4.98856	0.0026	SAUR-like auxin-responsive protein family
Gh_D09G1378	-1.93736	0.0105	SAUR-like auxin-responsive protein family
Gh_D08G1506	3.02994	0.0056	SAUR-like auxin-responsive protein family
Gh_A12G2619	2.47409	0.0041	SAUR-like auxin-responsive protein family
Gh_D06G0824	-1.64089	0.00065	SAUR-like auxin-responsive protein family
Gh_A04G1051	5.7355	0.002	SAUR-like auxin-responsive protein family
Gh_D04G1627	4.87043	0.00005	SAUR-like auxin-responsive protein family
Gh_D10G0502	4.9656	0.00105	SAUR-like auxin-responsive protein family
Gh_D09G0057	3.02815	0.0056	SAUR-like auxin-responsive protein family
Gh_D05G1269	1.26531	0.00175	Auxin-responsive protein IAA26
Gh_D05G0138	-1.6522	0.0019	Auxin-responsive protein IAA29
Gh_A05G0079	-1.32403	0.00565	Auxin-responsive protein IAA29
Gh_D05G3127	-1.52159	0.028495	Auxin-responsive protein IAA32
Gh_A07G1720	2.78226	0.00065	Auxin-responsive family protein
Gh_A11G1310	1.05421	0.00325	Auxin-responsive family protein
Gh_D10G1512	-1.47739	0.0055	AUX/IAA transcriptional regulator family protein
Gh_D08G0665	-1.24212	0.00795	AUX/IAA transcriptional regulator family protein
Gh_D09G2152	-2.21409	0.0016	AUX/IAA transcriptional regulator family protein
Gh_A11G2745	1.15699	0.0038	Auxin efflux carrier family protein
Gh_D11G3341	1.24854	0.00465	Auxin efflux carrier family protein
Gh_A02G1716	1.50872	0.00005	Auxin efflux carrier family protein
Gh_D03G0004	1.48094	0.00005	Auxin efflux carrier family protein
Gh_A12G2431	1.22712	0.00115	Auxin efflux carrier family protein
Gh_D07G0761	-1.14435	0.0004	Auxin efflux carrier family protein

Gh_D09G1548	-1.16548	0.0003	Auxin transporter-like protein 2
Gh_A01G1374	1.05761	0.00275	Auxin transporter-like protein 5
Gh_A12G0043	1.17039	0.00625	Endoplasmic reticulum auxin binding protein 1
Gh_D11G1989	1.34778	0.0008	Auxin-responsive GH3 family protein
Gh_A11G2575	2.16307	0.0038	Auxin-responsive GH3 family protein
Gh_D04G0261	1.36817	0.0077	Auxin-responsive GH3 family protein
Gh_A01G0547	1.82081	0.00005	Auxin-responsive GH3 family protein
Gh_A11G1993	2.07801	0.00025	Auxin-responsive GH3 family protein
Gh_A01G0546	1.07874	0.0056	Auxin-responsive GH3 family protein
Gh_D11G2945	2.28151	0.0017	Auxin-responsive GH3 family protein
Gh_A11G3061	-1.09312	0.0099	Auxin-responsive GH3 family protein
Gh_D11G0514	1.73646	0.00005	Auxin-responsive GH3 family protein
Gh_D01G0557	1.5714	0.00005	Auxin-responsive GH3 family protein
Gh_D01G0559	1.90798	0.00005	Auxin-responsive GH3 family protein
Gh_A08G0656	1.18067	0.000508	Auxin response factor 2
Gh_A06G2038	1.69827	0.04996	Auxin response factor 3
Gh_A10G1020	-1.23688	0.00452	AUX/IAA transcriptional regulator family protein
Gh_D08G0665	-1.24212	0.0378097	AUX/IAA transcriptional regulator family protein
Gh_D09G2152	-2.21409	0.0102869	AUX/IAA transcriptional regulator family protein
Gh_D10G1512	-1.47739	0.0280879	AUX/IAA transcriptional regulator family protein
**Abscisic acid (ABA) signal transduction**			
Gh_A03G1664	0.713625	0.0229998	ABRE binding factor 4
Gh_D02G2079	1.24754	0.0005082	ABRE binding factor 4
Gh_D05G2920	1.64544	0.0021294	Abscisic acid receptor PYL4
Gh_D06G1764	4.26558	0.0152996	Abscisic acid receptor PYL6
Gh_A06G1418	2.27885	0.001363	Abscisic acid receptor PYL6
Gh_D10G2388	1.73881	0.000508	Abscisic acid receptor PYL6
Gh_A10G2142	1.77238	0.0110832	Abscisic acid receptor PYL6
Gh_A03G0015	2.15838	0.001363	Abscisic acid receptor PYR1
Gh_D03G1860	1.53918	0.0157708	Abscisic acid receptor PYR1
Gh_A05G2234	-1.18954	0.002494	Abscisic acid responsive elements-binding factor 2
Gh_D08G1639	2.16181	0.000508	Abscisic acid 8'-hydroxylase 1
Gh_A08G1344	2.33311	0.000508	Abscisic acid 8'-hydroxylase 1
Gh_A03G1667	3.86987	0.000508	Abscisic acid 8'-hydroxylase 4
Gh_D02G2083	3.27764	0.000508	Abscisic acid 8'-hydroxylase 4
Gh_D09G0083	1.04533	0.00095	ABI5 binding protein 2
Gh_A13G1741	-2.49592	0.002129	Protein phosphatase 2C family protein ABI1
Gh_A12G2276	1.02912	0.000508	Protein phosphatase 2C family protein
Gh_D05G0451	3.22994	0.000508	Protein phosphatase 2C family protein
Gh_D05G0614	1.16139	0.0169583	Protein phosphatase 2C family protein
Gh_D02G1853	1.35169	0.0005082	Protein phosphatase 2C family protein
Gh_A10G1864	2.91615	0.0041967	Protein phosphatase 2C family protein
Gh_A04G0660	1.55443	0.0005082	Protein phosphatase 2C family protein
Gh_D02G0601	1.04686	0.0240786	Protein phosphatase 2C family protein

Gh_A11G2459	1.60285	0.0005082	Protein phosphatase 2C family protein
Gh_D11G2776	1.185	0.00095	Protein phosphatase 2C family protein

Supplementary Table S4. The GI50 values of MeJA, RAP and AZD alone or pairwise combination treatment in BP12-2.

	Single treatment(μ M)			Combination treatment(μ M)			
Exposure time(d)	MeJA	RAP	AZD	MeJA	RAP	AZD	CI
10	10	0.35	1	2	0.02		0.103
				2		0.05	0.251

Supplementary Table S5. Basic information of the *GhTIFY* family in cotton.

Gene name	Synonym	Group A ID	Group AD ID	Full CDS length(bp)
<i>GhTIFY1a</i>		Cotton_A_30531	CotAD_32387	867
<i>GhTIFY1b</i>		Cotton_A_24823	CotAD_68174	891
<i>GhTIFY2a</i>		Cotton_A_17214	CotAD_65649	939
<i>GhTIFY2b</i>		Cotton_A_15821	CotAD_35015	945
<i>GhTIFY2c</i>		Cotton_A_24824	CotAD_67271	1062
<i>GhTIFY3a</i>	<i>GhJAZ1</i>	Cotton_A_05658	CotAD_18763	687
<i>GhTIFY3b</i>	<i>GhJAZ2</i>	Cotton_A_14056	CotAD_40859	690
<i>GhTIFY4a</i>		Cotton_A_16991	CotAD_67677	1080
<i>GhTIFY4b</i>		Cotton_A_41299	CotAD_75535	1248
<i>GhTIFY5a</i>	<i>GhJAZ3</i>	Cotton_A_02904	CotAD_75527	363
<i>GhTIFY5b</i>	<i>GhJAZ4</i>	Cotton_A_12336	CotAD_27478	360
<i>GhTIFY6</i>	<i>GhJAZ5</i>	Cotton_A_01448	CotAD_21832	3345
<i>GhTIFY7a</i>	<i>GhJAZ6</i>	Cotton_A_36075	CotAD_41943	1095
<i>GhTIFY7b</i>	<i>GhJAZ7</i>	Cotton_A_36376	CotAD_67052	1092
<i>GhTIFY8</i>		Cotton_A_11516	CotAD_50802	1284
<i>GhTIFY9a</i>	<i>GhJAZ8</i>	Cotton_A_00049	CotAD_24822	732
<i>GhTIFY9b</i>	<i>GhJAZ9</i>	Cotton_A_10012	CotAD_02206	594
<i>GhTIFY10a</i>	<i>GhJAZ10</i>	Cotton_A_27840	CotAD_00351	723
<i>GhTIFY10b</i>	<i>GhJAZ11</i>	Cotton_A_11862	CotAD_22999	759
<i>GhTIFY10c</i>	<i>GhJAZ12</i>	Cotton_A_09418	CotAD_46116	786
<i>GhTIFY11</i>	<i>GhJAZ13</i>	Cotton_A_18896	CotAD_62298	813

Supplementary Table S6. Primers used in this study.

Experiment	Name	Sequence
Cloning	<i>GhFKBP12F</i>	GCGGCCGCATGGGAGTAGAGAAGCAAGTC
Cloning	<i>GhFKBP12R</i>	CCTGCAGGCTTCAAGCTTAGGACTTCAAT
Cloning	<i>AtCOI1F</i>	GCGGCCGCATGGAGGATCCTGATATCAAG
Cloning	<i>AtCOI1R</i>	CCTGCAGGTATTGGCTCCTTCAGGACTCT
Cloning	<i>GhTIFY1aF</i>	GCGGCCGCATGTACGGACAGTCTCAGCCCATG
Cloning	<i>GhTIFY1aR</i>	CCTGCAGGGTTCTCGGCAATTAGAGCCGAG
Cloning	<i>GhTIFY1bF</i>	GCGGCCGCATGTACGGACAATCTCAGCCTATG
Cloning	<i>GhTIFY1bR</i>	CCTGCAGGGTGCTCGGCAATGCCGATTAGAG
Cloning	<i>GhTIFY2aF</i>	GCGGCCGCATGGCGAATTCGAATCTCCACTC
Cloning	<i>GhTIFY2aR</i>	CCTGCAGGTCTTTCGGAAGTCACACCAGAG
Cloning	<i>GhTIFY2bF</i>	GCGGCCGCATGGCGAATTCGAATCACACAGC
Cloning	<i>GhTIFY2bR</i>	CCTGCAGGTCTTTCAGCAGTAACAGTGGAG
Cloning	<i>GhTIFY2cF</i>	GCGGCCGCATGGCGGCTGCGAATCCACGGC
Cloning	<i>GhTIFY2cR</i>	CCTGCAGGATCAAACTAGGAGGAATGTCTG
Cloning	<i>GhTIFY3aF</i>	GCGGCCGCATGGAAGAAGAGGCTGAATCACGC
Cloning	<i>GhTIFY3aR</i>	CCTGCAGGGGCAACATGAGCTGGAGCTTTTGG
Cloning	<i>GhTIFY3bF</i>	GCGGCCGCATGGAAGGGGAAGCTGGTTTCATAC
Cloning	<i>GhTIFY3bR</i>	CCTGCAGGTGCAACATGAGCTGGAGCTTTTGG
Cloning	<i>GhTIFY4aF</i>	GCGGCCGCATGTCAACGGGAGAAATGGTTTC
Cloning	<i>GhTIFY4aR</i>	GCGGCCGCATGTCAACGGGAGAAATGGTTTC
Cloning	<i>GhTIFY4bF</i>	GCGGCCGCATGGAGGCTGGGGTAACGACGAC
Cloning	<i>GhTIFY4bR</i>	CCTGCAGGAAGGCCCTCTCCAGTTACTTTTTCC
Cloning	<i>GhTIFY5aF</i>	GCGGCCGCATGAGACGAAACTGCAACTTGG
Cloning	<i>GhTIFY5aR</i>	CCTGCAGGATAGTAAGGGGAGGTAGCTTGG
Cloning	<i>GhTIFY5bF</i>	GCGGCCGCATGAGACGAAACTGCAACTTAG
Cloning	<i>GhTIFY5bR</i>	CCTGCAGGATGGTAAGGAGAGGTAGCTTGG
Cloning	<i>GhTIFY6F</i>	GCGGCCGCATGGAGGATCCTGATATCAAG
Cloning	<i>GhTIFY6R</i>	CCTGCAGGATTGATGGCTTGTAAGGACTA
Cloning	<i>GhTIFY7aF</i>	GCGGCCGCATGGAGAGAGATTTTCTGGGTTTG
Cloning	<i>GhTIFY7aR</i>	CCTGCAGGTGCATTTGATCCCTGGGTGTAC
Cloning	<i>GhTIFY7bF</i>	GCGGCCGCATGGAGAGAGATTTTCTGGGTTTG
Cloning	<i>GhTIFY7bR</i>	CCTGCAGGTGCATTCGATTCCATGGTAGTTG
Cloning	<i>GhTIFY8F</i>	GCGGCCGCATGGCTGCTGTTCTGAAAATGG
Cloning	<i>GhTIFY8R</i>	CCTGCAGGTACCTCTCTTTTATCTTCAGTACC
Cloning	<i>GhTIFY9aF</i>	GCGGCCGCATGTCCAGAGCTACCGTCGAGC
Cloning	<i>GhTIFY9aR</i>	CCTGCAGGGCCGTTGATGGGTGACCGTGCG
Cloning	<i>GhTIFY9bF</i>	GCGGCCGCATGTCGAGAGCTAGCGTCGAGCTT
Cloning	<i>GhTIFY9bR</i>	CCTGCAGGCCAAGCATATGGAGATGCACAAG
Cloning	<i>GhTIFY10aF</i>	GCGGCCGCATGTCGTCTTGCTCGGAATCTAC
Cloning	<i>GhTIFY10aR</i>	CCTGCAGGTGGTGATTGAGCAGCCAAACCG
Cloning	<i>GhTIFY10bF</i>	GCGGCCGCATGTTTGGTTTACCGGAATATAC
Cloning	<i>GhTIFY10bR</i>	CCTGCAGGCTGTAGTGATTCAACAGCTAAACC

Cloning	<i>Gh</i> TIFY10cF	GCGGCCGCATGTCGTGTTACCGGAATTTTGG
Cloning	<i>Gh</i> TIFY10cR	CCTGCAGGCGGAGATTGAGCAGCCAAACCG
Cloning	<i>Gh</i> TIFY11F	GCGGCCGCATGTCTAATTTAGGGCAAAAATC
Cloning	<i>Gh</i> TIFY11R	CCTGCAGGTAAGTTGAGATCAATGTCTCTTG
Realtime PCR	<i>At</i> AOC1F	CTCCGAGACCAAACCTAAAGC
Realtime PCR	<i>At</i> AOC1R	CTCCGAGACCAAACCTAAAGC
Realtime PCR	<i>At</i> OPR3F	TGTAGTTTCAGCCATAGGAGC
Realtime PCR	<i>At</i> OPR3R	TAGTGGGTCAGAATCAGTTGC
Realtime PCR	<i>At</i> JAZ1F	GAGCAAAGGCACCGCTAATA
Realtime PCR	<i>At</i> JAZ1R	TGCGATAGTAGCGATGTTGC
Realtime PCR	<i>At</i> JAZ7F	ATCCCAAACAATTTCGACTCG
Realtime PCR	<i>At</i> JAZ7R	GGAAGTTGCTTGAATCCGAA
Realtime PCR	<i>At</i> CYCB1;1F	CCGGAAGTGAATCTGCTTAGG
Realtime PCR	<i>At</i> CYCB1;1R	GCGACTCATTAGACTTGTTCA
Realtime PCR	<i>At</i> MYC2F	GAACGAAGATAAAGTTCTATCA
Realtime PCR	<i>At</i> MYC2R	CAACCGCTCGTAACGCGTAGA
Realtime PCR	<i>At</i> ACTIN2F	TTGACTACGAGCAGGAGATGG
Realtime PCR	<i>At</i> ACTIN2R	ACAAACGAGGGCTGGAACAAG
Realtime PCR	<i>Gh</i> FKBP12F	GTCAGACCGTCACCGTTCACT
Realtime PCR	<i>Gh</i> FKBP12R	ACACCTTCATCCCATCCTTTT
Realtime PCR	<i>Gh</i> TOR1F	TTCTTCAGGCTGTCAATCAAC
Realtime PCR	<i>Gh</i> TOR1R	TGTTCCACTTCTCGGTTATCTC
Realtime PCR	<i>Gh</i> TOR2F	TCTTGCTCCTCAATACCGACAG
Realtime PCR	<i>Gh</i> TOR2R	AAAGGGACACCACCAACATAG
Realtime PCR	<i>Gh</i> TIFY7bF	TCCCACCCTTGGCACTGTT
Realtime PCR	<i>Gh</i> TIFY7bR	AGTCAATTGAGCAGGTGATCCA
Realtime PCR	<i>Gh</i> TIFY10aF	CGTCTTGCTCGGAATCTA
Realtime PCR	<i>Gh</i> TIFY10aR	AATCACTTGTCCACCATAAA
Realtime PCR	<i>Gh</i> Histone3F	CCTTGTGGGTCTTTTGA
Realtime PCR	<i>Gh</i> Histone3R	AACTGGATGTCCTTGGGC
Realtime PCR	<i>Gh</i> _A10G0539F	TCCCTGCCATTAAAGCAGCTC
Realtime PCR	<i>Gh</i> _A10G0539R	TCCAAGGTGCTCCAGAATTGTT
Realtime PCR	<i>Gh</i> _D02G1254F	CCGGCTGGTTGTTCCCTATT
Realtime PCR	<i>Gh</i> _D02G1254R	CATGGCAATCCGAGGAGACA
Realtime PCR	<i>Gh</i> _D04G0517F	ACTCTAGCACTCAAGGGTGG
Realtime PCR	<i>Gh</i> _D04G0517R	GAGAGGGGCGAAGAAAGCTG
Realtime PCR	<i>Gh</i> ABI1F	CACTTCGGTGATCGGGAGAC
Realtime PCR	<i>Gh</i> ABI1R	ACGTGACCACACGTGAGAGA
Realtime PCR	<i>Gh</i> CUL1F	GAAAAACGGGACGTGGTTGG
Realtime PCR	<i>Gh</i> CUL1R	TCAAACCTTGAAACAGTCTAATGCT
Realtime PCR	<i>Gh</i> _D04G1051F	CCATTTTCGCGGTTTACGTCG
Realtime PCR	<i>Gh</i> _D04G1051R	CCCCTCACGGGATAATCGAA
Realtime PCR	<i>Gh</i> _A05G2312F	TGCAATATCTGATCGGCGCT
Realtime PCR	<i>Gh</i> _A05G2312R	GCTCGCTCTTGAATGAGGT

Realtime PCR	GhPYL4F	GACCTTTTTCCCTCTTCCTACTG
Realtime PCR	GhPYL4R	GGAGCAACACTGGTTAGGAC
Realtime PCR	GhJAZF	GAACGAATCCGGCCTAGGAG
Realtime PCR	GhJAZR	TCGAGCAATGGGTAGATCGC
Realtime PCR	GhAOSF	ATGGATCGGTAATGCCGGAC
Realtime PCR	GhAOSR	CCACCGATTTCATCAACGGC

How the deposited data were processed for this re-analysis (not part of the article)

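RNA from whole cotton seedlings was sequenced for 6 libraries, 3 biological repeats labelled DMSO and 3 labelled AZD (5 μM). The paper's methods name no pairing of the libraries by replicate number, and none was used in the main test. The authors trimmed the reads, mapped them with TopHat2, assembled transcripts with Cufflinks and compared the groups with Cuffdiff, and the FPKM values they deposited per gene and library were used as they are. Tool versions and the genome build are not given in the sources used here. The values are on a linear scale and named FPKM, by definition fragments per kilobase of transcript relative to all mapped fragments. The paper's methods do not state whether they were also rescaled between libraries. The relative depth read from low values did not follow the clean reads, so such a rescaling cannot be excluded. All 6 columns of values were used and 0 columns were left out. Gene names come from the Arabidopsis locus that the deposited table gives for a gene, since 0 of its gene IDs occur in the reference list of gene symbols, so a name is that of a match in another species.
Fold changes were computed with limma version 3.58.1 in R 4.3.3, with its trend, on log2(FPKM + 0.5), for genes with a mean of at least 0.5 FPKM over the 6 libraries, as libraries labelled AZD against libraries labelled DMSO. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05, and "adjusted over the list alone" means the same over the genes of 1 list. For the gene families of Supplementary Table S3, "adjusted over the family alone" means the same over the genes of 1 family. Since FPKM are not counts, no count model was used. Gene lists were tested with limma's camera with its preset correlation and with a correlation estimated from the data, adjusted over 15 lists. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p under 0.1. The stated limits of the paper (a P-value of at most 0.8 and an absolute log2 fold change of at least 1) were applied with limma's unadjusted p and the ratio of group means. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.
The rule for naming genes took all genes of Table 2 and of Supplementary Figure S2. Of each gene family of Supplementary Table S3 it took the members with the largest rise and the largest fall and any member that is not past the test or goes against the table's sign. It also took the 2 largest rises and the 2 largest falls among genes past the test whose groups do not overlap. The values in the paper's tables had been seen when the rule was written. The rule, the alternatives and the product keywords of 16 gene lists were set before the data were examined. The 463 Arabidopsis loci of these lists were written after the locus column was seen and before any value of a list was. The lists cover ribosomal proteins, ribosome biogenesis, the Calvin cycle, light harvesting and photosystems, chlorophyll synthesis, the circadian clock, phenylpropanoid synthesis, fatty acid degradation, JA synthesis, JA signalling, the cell cycle and DNA replication, autophagy, cell wall expansion, dark or starvation marker genes, root tissue and seed storage. Root tissue had 2 tested genes and no camera test. Later, 6 more lists were written on hypoxia, long fermentation enzymes, the shortest ribosomal proteins, phosphate starvation and sulfur starvation.
The alternatives were a pseudocount of 0.1 or 1, no filter on low values or a mean of at least 1 FPKM, rescaling by median-of-ratios factors, quantile normalization, limma without the trend, the replicate number as a block, leaving out each library in turn, an adjusted p under 0.05 in place of the stated P-value, and the log2 ratio of group means in place of limma's fold change. The test was checked on simulated data with 200 changed genes, 50 at each size, where 6 unchanged genes were called among 42396 tested, 0% of changed genes were called at a log2 change of 0.5, 22% at 1, 70% at 2 and 92% at 3, and with no changed gene, where 0 of 42388 were called. The simulated genes varied independently of each other, and the changed ones came from genes with a mean log2(FPKM + 0.5) above 1. The shares therefore do not give the sensitivity of the real test. Depth per library was read from the step between low values and is given beside the read totals. Raw reads were not analysed here, and pathways were not taken from KEGG.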

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

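No explanation of the 2 genes in this part was tested, so that no test here was chosen after its result was seen. Gh_D13G0454 and Gh_A09G2234, neither with an Arabidopsis match nor named in the paper, were listed at 0 in the 3 libraries labelled DMSO and present in the 3 labelled AZD, with medians of 92.5 FPKM and 30.0 FPKM. What sets them apart is a signal above the level of the control libraries in genes outside those the paper discusses. Both passed the test (limma, adjusted p = 0.00314 and adjusted p = 0.0123), Gh_D13G0454 with any 1 library left out, and Gh_A09G2234 except without AZD replicate 1 (adjusted p = 0.0558) or 3 (adjusted p = 0.0559). They are 2 of the 17 tested genes above 0 in the libraries labelled AZD only. The opposite case, at 0 in the libraries labelled AZD only, had 43 genes. No biological explanation was tested, and what the genes encode was not looked up beyond the match.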

How the results depend on the processing

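No setting in this part was chosen after its result was seen. The named genes counted here are those of Table 2, Supplementary Table S3 and Supplementary Figure S2, the 2 largest rises and the 2 largest falls. Other genes that the text names are not among them. Of 101 named genes 97 were tested, and the fold change of none of these changed sign under any setting run. Most were picked for a difference between these same libraries, so that a kept sign follows largely from the choice. Leaving aside the left-out libraries and the replicate block, the calls of named genes stayed in 639 of 666 cases, ended in 20 and appeared in 7. With 1 library left out, they stayed in 422 of 577, ended in 130 and appeared in 25. Of the 2025 genes called over all 6 libraries, 1360 (no filter) to 1991 (pseudocount of 1) were also called, in the same direction, under the settings that keep 6 libraries without a block.
Without the filter on low values, 13082 genes met the stated limits and 7 auxin genes of Supplementary Table S3 were called. With an adjusted p in the stated limits 1447 genes were left, and with an estimated correlation 0 of 15 lists passed in camera, against 7 with the preset. The replicate number as a block left 72 genes called, all 72 at least 2-fold, with 0 JA, 1 auxin, 0 ABA and 1 QRT-PCR gene (limma). Under it 64 of 97 named genes kept their side of the threshold. The paper's methods name no pairing of libraries by replicate number. Deviations of libraries of the same number from their group means had correlations of 0.018 (DMSO 1 with AZD 1), −0.042 (2 with 2) and −0.088 (3 with 3), against 0.175 for DMSO 3 with AZD 2. These values show no pairing, but with 3 libraries per group they cannot exclude it. The block also uses up degrees of freedom.
With 1 library left out, the genes called numbered 3590, 1087 and 492 without DMSO replicates 1, 2 and 3 and 199, 265 and 328 without AZD replicates 1, 2 and 3, at 2-fold 2353, 975, 481, 199, 265 and 328, and at the stated limits from 5498 to 6421. In that order Table 2 had 13, 4, 1, 0, 0 and 1 called genes (limma), the auxin list 18, 5, 4, 3, 4 and 3, the ABA list 16, 9, 2, 0, 0 and 4, and the QRT-PCR list 7, 5, 3, 3, 3 and 2. Fewer libraries were tested in each, and beyond that the cause was not tested. The odds ratio of the A over the D subgenome ranged from 0.756 to 1.47 for higher genes and from 0.819 to 1.25 for lower genes, on the other side of 1 without AZD replicate 1 for both. With the block it was 0.462 for higher genes (4 against 9 genes) and 1.04 for lower genes.
Over left-out libraries the median of JA synthesis ranged from −0.0258 to 0.121, of cell wall expansion from 0.0681 to 0.298, of the dark or starvation markers from −0.0369 to 0.0443 and of ribosomal proteins from −0.138 to 0.0531. Other medians that moved by over 1.5 times were those of seed storage (−0.521 without AZD replicate 3, −0.218 and −0.0605 without AZD replicates 1 and 2), the cell cycle (0.251 without AZD replicate 2), JA signalling (−0.135 and −0.128 without DMSO replicates 2 and 3) and root tissue (−0.965 and −1.01 without AZD replicates 1 and 2). The clock's turned to 0.0104 without DMSO replicate 2 and ranged down to −0.0691 without DMSO replicate 3, and that of ribosome biogenesis ranged from −0.171 without DMSO replicate 1 to −0.0268 without DMSO replicate 3. With no filter the medians of JA synthesis (−0.00763), JA signalling (−0.0782), cell wall (0.0467), fatty acid degradation (−0.151), seed storage (−0.11) and root tissue (−0.2, over 24 genes in place of 2) moved as much. So did, with a mean of at least 1 FPKM, those of JA signalling (−0.125) and cell wall (0.217) and, with quantile normalization, those of JA synthesis (0.0657), autophagy (−0.056), the clock (−0.00831), the markers (0.0696) and ribosome biogenesis (−0.0159). Camera's direction turned for JA synthesis without DMSO replicate 1 (median 0.0711) and 2 (0.0578), cell wall without DMSO replicate 2 (0.104), ribosomal proteins without DMSO replicate 2 (0.0531), and the markers without DMSO replicate 1 (0.0266) or AZD replicate 3 (0.00356) and with no filter (0.0532). The cause was not tested. In all, 196 of 225 list results stayed on their side, 8 passed, 14 failed and 7 turned. Those that passed were ribosomal proteins in 4 cases, seed storage under the block (adjusted p = 0.0380) and without DMSO replicate 3 (0.0255) or AZD replicate 3 (0.0215), and the clock without DMSO replicate 3 (0.0342). Those that failed were autophagy in 8 cases (with the block 0.0527, over all settings 0.0252 to 0.395) and 6 lists with an estimated correlation. Quantile normalization moved the median of all genes from −0.00635 to 0.034. It moved the share of higher genes among those called from 40.4% to 45.3%. That share was 38.3% to 41.8% in the other settings of 6 libraries without a block and 19.4% with the block. Without DMSO replicates 1, 2 and 3 it was 53.3%, which turns the balance, 30.1% and 33.9%, and without AZD replicates 1, 2 and 3 it was 22.1%, 30.9% and 24.1%. A gene under 0.5 FPKM in most libraries rests on few fragments, which limits its fold change.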

Differences from the paper's values

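The comparison's direction was turned only after the signs were seen. The paper's log2 fold changes match the ratio of the libraries labelled DMSO over those labelled AZD, so both values are given on that scale, the paper's first, then limma's, with limma's value as labelled (AZD over DMSO) in brackets. For the genes of Table 2 these are Gh_D06G0089 4.62 and 2.23 (−2.23), Gh_A06G0111 3.82 and 1.83 (−1.83), Gh_A10G0863 2.33821 and 0.99 (−0.99), Gh_A12G0585 3.40333 and 1.52 (−1.52), Gh_A12G0584 2.53434 and 1.26 (−1.26), Gh_A06G0705 1.70817 and 1.15 (−1.15), Gh_A08G2199 2.22148 and 1.197 (−1.197), Gh_D08G2564 3.20572 and 1.88 (−1.88) and Gh_A09G2341 1.44412 and 0.86 (−0.86). OPR3 Gh_D05G0339 is the gene whose sign the labels give as the paper does, with the paper's 1.23634 against −1.08 on the turned scale (1.08 as labelled).
For the auxin genes of Supplementary Table S3 the paper's values and those here are Gh_D08G1376 3.00217 and 2.12 (−2.12), Gh_D08G1506 3.02994 and 1.51 (−1.51), Gh_D05G0138 −1.6522 and −1.19 (1.19), Gh_A07G1720 2.78226 and 1.296 (−1.296), Gh_A11G2745 1.15699 and 0.72 (−0.72), Gh_D11G3341 1.24854 and 0.64 (−0.64), Gh_D11G1989 1.34778 and 0.75 (−0.75), Gh_A11G1993 2.07801 and 0.86 (−0.86), Gh_A11G3061 −1.09312 and −0.58 (0.58) and Gh_D11G0514 1.73646 and 1.41 (−1.41).
For the ABA genes of that table they are Gh_D06G1764 4.26558 and 2.02 (−2.02), Gh_A10G2142 1.77238 and 1.28 (−1.28), Gh_A03G1667 3.86987 and 2.37 (−2.37), Gh_D02G2083 3.27764 and 2.26 (−2.26), Gh_A13G1741 −2.49592 and −1.48 (1.48), Gh_D05G0451 3.22994 and 1.99 (−1.99), Gh_D02G1853 1.35169 and 1.096 (−1.096) and Gh_A10G1864 2.91615 and 1.49 (−1.49). For Gh_A05G2312 the paper's Supplementary Figure S2 shows about 7.5, read by eye, and limma gave 5.59 (−5.59 as labelled).
Of the alternatives set before the data were examined, the log2 ratio of group mean FPKM reaches the paper's value for 28 of these 29 genes, all but OPR3 Gh_D05G0339 (−1.24 on the turned scale), which no setting reaches on that scale. A pseudocount of 0.1 reaches it for all but Gh_D05G0339, Gh_A10G0863, Gh_A11G3061 and Gh_A05G2312. With DMSO replicate 1 left out it is reached for Gh_D06G0089, Gh_A06G0111, Gh_A12G0584, Gh_A06G0705, Gh_D05G0138, Gh_A11G2745, Gh_A03G1667 and Gh_D02G2083. With DMSO replicate 2 left out it is reached for Gh_A06G0705, Gh_D11G1989, Gh_A10G2142 and Gh_D02G1853. With DMSO replicate 3 left out it is reached for Gh_D08G1376, Gh_D11G1989, Gh_A11G1993 and Gh_A10G2142. With AZD replicate 1 left out it is reached for Gh_A06G0705, Gh_D08G1376 and Gh_A10G2142. With AZD replicate 2 left out it is reached for Gh_A12G0584, Gh_A11G2745, Gh_D11G0514 and Gh_A13G1741. With AZD replicate 3 left out it is reached for Gh_A06G0705 and Gh_D02G1853. A pseudocount of 1, no filter, a mean of at least 1 FPKM, median-of-ratios rescaling, quantile normalization, limma without the trend and the replicate block reach it for none of the genes they give a value for. A mean of at least 1 FPKM gives no value for Gh_A10G0863, Gh_A12G0585, Gh_A08G2199, Gh_A09G2341, Gh_D08G1506, Gh_A07G1720, Gh_A11G2745, Gh_D11G3341, Gh_D11G1989, Gh_A11G1993, Gh_A11G3061 and Gh_A10G1864. With a library left out there is no value for Gh_A07G1720 and Gh_A11G1993 (DMSO replicate 1), Gh_A10G0863 (DMSO replicates 2 and 3) and Gh_A12G0585 (DMSO replicate 3).
At the stated limits, 5480 genes differed here, 3441 up and 2039 down on the turned scale, each within 1.5 times of the count the paper gives. That closeness depends on the filter of 0.5 FPKM, which the paper does not state. Without it 13082 genes met the limits, 8198 up and 4884 down on that scale. The p is limma's in place of Cuffdiff's. Of the 92 genes of the 2 tables, 82 met these limits here, 31 passed limma's adjusted p and 61 did not, of which 4 lie under the expression limit. Some values of the tables do not go with their labels. The fold changes of 6 genes (5 in Table 2) are under the stated limit of 1, 3 genes are listed 2 times with different adjusted P-values, and 7 carry an adjusted P-value of 0.00005.
Several settings call genes that the paper calls and the test over 6 libraries does not. With DMSO replicate 1 left out these are Gh_D06G0089, Gh_D06G0087, Gh_A06G0111, Gh_A08G1863, Gh_D08G2224, Gh_A12G1964, Gh_D12G2143, Gh_A12G0585, Gh_A12G0584, Gh_A01G0906, Gh_D09G0057, Gh_D05G1269, Gh_D10G1512, Gh_D08G0665, Gh_D09G2152, Gh_D03G0004, Gh_A01G0547, Gh_D01G0559, Gh_A05G2234, Gh_A03G1667, Gh_A04G0660 and Gh_D04G0517. With DMSO replicate 2 left out they are Gh_D13G1129 and Gh_D06G1764, and with DMSO replicate 3 left out Gh_D07G0761. A mean of at least 1 FPKM calls Gh_D01G2280, Gh_A12G2619 and Gh_A04G0660, a pseudocount of 1 Gh_A12G2619, median-of-ratios rescaling and quantile normalization Gh_D01G2280, and limma without the trend Gh_A09G2341. Adjustment over the list alone calls 22 of the 24 genes of Table 2, 29 of 39 auxin genes and 24 of 25 ABA genes.
Directions that the paper states are set here against the signs as labelled. On the turned scale every sign below is reversed, so most of these differences are the reversal already seen in the tables. The paper's Fig. 3C places the circadian rhythm, phenylpropanoid synthesis and fatty acid degradation among pathways up with AZD, where 10, 2 and 3 genes were lower and none higher (limma) in the libraries labelled AZD. It also has alpha-linolenic acid metabolism up, and of the JA synthesis list, which is nearest to it, 3 genes were higher and none lower as labelled (limma), while 22 of the 24 genes of Table 2 had a ratio of means below 1. That list leaves out ACX1, which also acts in JA synthesis and had 2 lower copies, counted under fatty acid degradation. The paper's Fig. 3D places carbon fixation, chlorophyll synthesis and DNA replication among those down, where 2, 4 and 4 genes of the lists nearest to them were higher and 1, 0 and 0 lower. The 4 of the last list, which joins the cell cycle and DNA replication, all matched histone H4. None of its other genes was called. In Supplementary Figure S2 the 5 genes shown as down had log2 fold changes above 0 as labelled, and of the 6 IDs shown or listed as up 5 had ones below 0, while Gh_D04G1051 had 0.42 as labelled.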

Other observations

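The 4 tests on opposite signs, the 2 on DMSO replicate 1 and the other splits for the 3 counts of DEGs were chosen only after their results were seen, and the other tests of this part before.
Many genes matched to loci that low oxygen induces were lower in the libraries labelled AZD, and others did not pass the test. HB1 (Gh_A04G1100), a hemoglobin, stood at 320, 209 and 176 FPKM in those labelled DMSO and 5.89, 2.88 and 8.73 FPKM in those labelled AZD (limma log2 fold change −5.29, adjusted p = 0.00477). ACO1 (Gh_D07G0107), which makes ethylene, had a log2 fold change of −4.92 (adjusted p = 0.00125), the oxygen sensor PCO2 (Gh_A08G2338) −4.66 (adjusted p = 0.00148) and the alcohol dehydrogenase ADH1 (Gh_D02G0733) −4.65 (adjusted p = 0.00336). These 4 passed with any 1 library left out and were chosen after their values were seen. Of genes matched to 6 hypoxia loci seen among the largest changes, 25 of 32 were lower and none higher, with a median of −4.36, which is no independent evidence. A list of 21 further hypoxia loci (15 of them with tested genes) had 23 of 49 genes lower, 25 not past the test and 1 higher, the phosphate dikinase PPDK (Gh_D10G1617, log2 fold change 2.21), with a median of −2.12 (−2.43 without DMSO replicate 2 to −1.05 with no filter on low values). PPDK was also called without DMSO replicates 1 and 2, not without the other 4 libraries (limma, adjusted p = 0.0509 to adjusted p = 0.0935). The paper does not report the pattern. The lower genes of this list numbered 22, 26, 17, 11, 11 and 15 without DMSO replicates 1, 2 and 3 and AZD replicates 1, 2 and 3.
The tables argue against a loss of short transcripts in the libraries labelled AZD. The shortest ribosomal proteins had a median log2 fold change of −0.0756 (41 genes, none called by limma, 7 at an unadjusted p under 0.05), while long fermentation and sucrose enzymes, which are also on the hypoxia list, had −0.666 (25 genes, 4 lower, namely the ADH1 matches Gh_A02G0689 and Gh_D02G0733, PDC1 Gh_A09G2428 and PDC2 Gh_A05G1317). With 1 library left out the long enzymes had 4, 9, 3, 1, 1 and 1 lower genes in the order above, and the short proteins 1 higher gene without AZD replicate 1 or 3. Over the settings the median of the short proteins ranged from −0.325 (without AZD replicate 1) to 0.134 (without AZD replicate 2). That of the long enzymes ranged from −0.833 (without DMSO replicate 2) to −0.447 (no filter). So each passed its limit (−0.3 and −0.5) in 1 setting, while the other met its own there, and the short proteins stayed well above the hypoxia list's median in each setting. A low-oxygen response in the seedlings of the libraries labelled DMSO may explain the pattern and stays open. Camera gave p = 1.03e-18 with the preset correlation and p = 0.0548 with an estimated one (adjusted p = 0.0937 over 3 lists), and the labels give no oxygen level. An effect of AZD on these genes by another route was not tested.
For the opposite signs, the tables argue against exchanged labels of 1 or 2 single libraries, since 0 of the 92 sizes were met by the best other grouping of the 6 libraries, against 92 by the labelled one. They also argue against a turned ratio of the RNA-seq values alone, since the paper's QRT-PCR (Supplementary Figure S2), which does not use that ratio, has the direction opposite to the labels at 10 of the 10 genes on its axis, or at 9 with Gh_D04G1051 of its legend and primers (0.42 as labelled) in place of Gh_A04G1051. An exchange of the 2 groups as a whole and ratios of both measures with the group labelled AZD as denominator cannot be told apart, because both give this result and the 91 genes of opposite sign. The paper's methods define the fold change as treated over control. The second explanation would need the RNA-seq ratio turned against that definition and the QRT-PCR turned too, which the data here cannot check. Relative depth per clean read had a coefficient of variation of 14.4% with the groups exchanged and 18.5% as labelled, which does not decide. OPR3 Gh_D05G0339, the 1 gene with the paper's sign, is explained by neither.
At 5 of the 7 AOS and LOX genes of Table 2 DMSO replicate 1 lay near the libraries labelled AZD. At the LOX genes Gh_A13G0888 and Gh_D13G1129 it lay above the other libraries labelled DMSO (median position over the 7 genes 0.0854, quartiles 0.0362 and 1.51, against medians of 1.80 and 1.66 for DMSO replicates 2 and 3). A wrong label of this library is argued against by its median position of 0.584 over 3590 genes called without it (0.818 for DMSO replicate 2 over 1087 genes and 0.947 for DMSO replicate 3 over 492). On this scale 0 is the mean of the libraries labelled AZD and 1 that of the other 2 labelled DMSO. A different mix of tissues or a different light response in this library may explain the 5 genes and stays open, with a median position of 0.501 at the light harvesting genes against 1.21 and 1.44 for DMSO replicates 2 and 3, since a shared response gives the same.
A phosphate starvation response in the libraries labelled AZD, a hypothesis from PEPC1 Gh_A10G0539, was tested on other loci and the result was negative. Of 15 loci listed, 6 had tested genes. Of these 13 genes none was called by limma (8 at an unadjusted p under 0.05), with a median of −0.591 (−0.718 to −0.221 over the settings, camera p = 0.0651 with an estimated correlation). With DMSO replicate 1 left out, 1 gene was higher and 1 lower. For sulfur starvation, with tested genes at 5 of 10 loci, 2 of 9 genes were higher, the sulfate reductase genes APR3 (Gh_D06G1636, log2 fold change 1.64, adjusted p = 0.00923) and APR1 (Gh_A06G1308, 1.31, adjusted p = 0.0408), both chosen after their values were seen. APR3 was not called without AZD replicate 1 (adjusted p = 0.0563), and APR1 was called in 1 of the 6 cases, without DMSO replicate 1 (adjusted p = 0.0491, up to 0.142 in the others). The list's median was 1.16 (camera p = 0.0937 with an estimated correlation) and 0.321 with no filter on low values, below the limit of 0.5 set for the test (up to 1.47 with a pseudocount of 0.1). A sulfur starvation response was thus not shown and stays open. With 1 library left out 4, 1, 1, 0, 1 and 1 of its genes were higher in the order used above (limma, 6 at an unadjusted p under 0.05 without AZD replicate 1).
Of tested genes, 381 of 20710 on the A subgenome and 427 of 21544 on the D subgenome were higher (odds ratio 0.927, Fisher's exact p = 0.287), and 613 and 584 were lower (odds ratio 1.095, p = 0.127). Genes are not independent replicates. The exact p for lower genes was 0.0491 without DMSO replicate 3 (odds ratio 1.25, with p = 0.078 to p = 0.894 in the other settings), and without AZD replicate 1 both ratios turned (1.47 and 0.819).
The JMT locus AT1G19640 was matched by 5 genes, none of which reached the expression limit. JAR1 (AT2G46370), which activates JA, was matched by 8 genes and COI1 (AT2G39940), the JA receptor, by 7. None of the 6 and 5 tested ones was called over the 6 libraries (limma, 1 and 2 at an unadjusted p under 0.05), and both had log2 fold changes of either sign. For JAR1 these were 0.58 (Gh_A11G3061), −0.45 (Gh_A07G1280), −0.17 (Gh_D08G1403), 0.12 (Gh_D07G1392), −0.13 (Gh_A08G1120) and 0.09 (Gh_D11G1006). For COI1 they were 1.14 (Gh_A02G0685), 0.77 (Gh_D02G0731), −0.003 (Gh_D04G0642), −0.21 (Gh_A05G2749) and −0.56 (Gh_Sca006609G01). The last stood at 12.5, 17.0 and 16.1 FPKM in the libraries labelled DMSO and 10.0, 10.2 and 9.90 FPKM in those labelled AZD (adjusted p = 0.0834 in limma). With 1 library left out, the ones called were this gene, lower (limma, adjusted p = 0.0252), and Gh_D02G0731, higher (adjusted p = 0.0323), both in the case of DMSO replicate 1.
The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split, the 1 with the largest value in each of the following, called 2025 genes (highest other 19), 1311 at 2-fold (19), 5480 at the stated limits (3313), 4 genes of Table 2 (0), 12 auxin genes (0), 15 ABA genes (0) and 5 QRT-PCR genes (0). The study chose the genes of these last 4 lists on the real grouping of the same libraries, so that their 0 in other splits follows from the choice and tests nothing. For the gene lists 2 splits gave 7 past camera's preset test, the real one and DMSO replicate 1 with AZD replicates 1 and 2, so that a grouping that mixes the labels gives as many.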
